# Yield, cell composition, and function of islets isolated from different ages of neonatal pigs

**DOI:** 10.3389/fendo.2022.1032906

**Published:** 2022-12-21

**Authors:** Hossein Arefanian, Qahir Ramji, Nancy Gupta, Aliya F. Spigelman, Donald Grynoch, Patrick E. MacDonald, Thomas F. Mueller, Lawrence S. Gazda, Ray V. Rajotte, Gina R. Rayat

**Keywords:** neonatal pig islets, islet transplantation, islet graft rejection, islet graft function, diabetes

## Abstract

The yield, cell composition, and function of islets isolated from various ages of neonatal pigs were characterized using *in vitro* and *in vivo* experimental models. Islets from 7- and 10-day-old pigs showed significantly better function both *in vitro* and *in vivo* compared to islets from 3- and 5-day-old pigs however, the islet yield from 10-day-old pigs were significantly less than those obtained from the other pigs. Since islets from 3-day-old pigs were used in our previous studies and islets from 7-day-old pigs reversed diabetes more efficiently than islets from other groups, we further evaluated the function of these islets post-transplantation. B6 *rag-/-* mouse recipients of various numbers of islets from 7-day-old pigs achieved normoglycemia faster and showed significantly improved response to glucose challenge compared to the recipients of the same numbers of islets from 3-day-old pigs. These results are in line with the findings that islets from 7-day-old pigs showed reduced voltage-dependent K^+^ (Kv) channel activity and their ability to recover from post-hypoxia/reoxygenation stress. Despite more resident immune cells and immunogenic characteristics detected in islets from 7-day-old pigs compared to islets from 3-day-old pigs, the combination of anti-LFA-1 and anti-CD154 monoclonal antibodies are equally effective at preventing the rejection of islets from both age groups of pigs. Collectively, these results suggest that islets from various ages of neonatal pigs vary in yield, cellular composition, and function. Such parameters may be considered when defining the optimal pancreas donor for islet xenotransplantation studies.

## Introduction

Human islet transplantation can be considered a promising option for patients with type 1 diabetes (1). However, its widespread application is currently limited by the shortage of human donors, and using pig islets is a potential solution to this limitation. Neonatal pig islets (NPI) offer an advantage over older pig islets because they are easy to isolate and maintain in culture prior to transplantation (2). They are also more resistant to high glucose- and hypoxia-induced apoptosis (3, 4), have the inherent ability to proliferate and differentiate (2, 5, 6), and are capable of reversing diabetes in both small (2, 7–11) and large animals, including the pre-clinical non-human primate models (12–15). Further, neonatal pigs provide cost benefits due to reduced housing times (16). Thus, these attributes provide a strong rationale to envision the clinical application of NPI xenotransplantation as a therapeutic modality for type 1 diabetes.

For the clinical application of pig islet xenotransplantation, a key component for ensuring control of a validated islet manufacturing process is the use of pre-defined acceptance criteria for the donor pancreas with maximum potential for islet yield (17). Therefore, the age of the donor pigs must be further balanced with the islet yield and functional capacity as these factors can influence the number of required donors with more donors increasing the risk (17, 18). In terms of neonatal pigs, the age of donors which provides a maximum yield of functional islets remains to be elucidated. In this study, we compared the morphological and functional qualities of islets isolated from various ages of neonatal pigs to help define the optimal age of neonatal pigs as islet donors for future clinical islet xenotransplantation.

## Materials and methods

### Animal study

Six- to 8-week-old male immune-competent B6 (C57BL/6J, Jackson Laboratory, Bar Harbor, ME, USA) and immune-deficient B6 *rag-/-* (B6.129S7-Rag1^tm1Mom^/J, Jackson Laboratory) mice were used as recipients of islet transplants. These mice were rendered diabetic by a single intraperitoneal (i.p.) injection of streptozotocin (Sigma, St Louis, MO, USA) at a dose of 180 or 175 mg/kg body weight for B6 or B6 *rag-/-* mice, respectively 4-6 days before transplantation. Blood samples were obtained from the tail vein and glucose levels were monitored using a Precision glucose meter (ONETOUCH, Ultra, Lifescan, Milpitas, CA, USA). Diabetic mice had two consecutive non-fasting blood glucose levels (BGL) ≥20 mmol/l prior to islet transplantation. All mice were cared for according to the guidelines established by the University of Alberta Animal Care and Use Committee and the Canadian Council on Animal Care. Islet donors include 3-, 5-, 7- and 10-day-old male Duroc/Large white cross-neonatal pigs (University of Alberta Swine Research Centre, Edmonton, Alberta, Canada). The use of animals in this study was approved by the University of Alberta Animal Care and Use Committee under protocol number AUP326.

### Islet isolation

NPI were isolated as previously described (2, 12). Briefly, neonatal pigs were anesthetized with isoflurane, followed by subsequent laparotomy and exsanguination. The pancreas was removed by dissection and placed in Hank’s Balanced Salt Solution (HBSS, Sigma) with 0.25% (w/v) bovine serum albumin (BSA, fraction V, Sigma). The pancreas was then chopped with sterile scissors into 1 mm fragments and further digested using Type XI collagenase (1 mg/ml, Sigma). The digested tissue was then poured through a 500 µm nylon mesh filter and cultured for 7 days in Ham’s F10 medium (Sigma), supplemented with 10 mmol/l D-glucose, 50 µmol/l isobutylmethylxanthine (ICN, Biomedicals, Montreal, QC, Canada), 0.5% BSA, 2 mmol/l L-glutamine, 3 mmol/l CaCl_2_, 10 mmol/l nicotinamide (BDH Biochemical, Poole, England), 100 U/ml penicillin, and 100 µg/ml streptomycin at 37°C, 5% CO_2_, and 95% air. The media of isolated islets was changed on days 1, 3, 5, and 7 post-isolations. On day 7, the islets were collected, and aliquots were counted in islet equivalent (I.E.), with 150 µm representing the standard for one I.E. (19–21).

The adult porcine islets were prepared from Newsham sows (Rogosin Institute, Xenia, Ohio, USA) that were over two years of age and had a history of multiple parities. Islets were isolated as previously described (22), with the following enzyme modifications: retrieved pancreases were perfused with 1.7 ml/g pancreas weight of Cold Storage Purification Stock Solution (CSPSS; Mediatech, Inc., Manassas, VA, USA) containing Liberase MTF/Thermolysin at 7.5 U/g pancreas, (Roche, Indianapolis, IN, USA) and 2.5 mg/pancreas Pulmozyme (Genentech, South San Francisco, CA, USA). The distended pancreas was digested at 31°C for approximately 45 minutes and then washed through a mesh basket made of 533 µm stainless steel screen using approximately 15 l of cold HBSS with 2% porcine serum. Digested tissue was centrifuged and resuspended in 1 ml packed tissue per 10 ml of 1.105 g/cm^2^ Euro-Collins Ficoll. Islets were purified on discontinuous Euro-Collins Ficoll gradients and resuspended in RPMI with 10% porcine serum.

### Islet transplantation

500, 1000, or 2000 I.E. from various ages of pigs were transplanted under the left kidney capsule of diabetic B6 *rag-/-* or B6 mice as previously described (2, 9, 10). Islet engraftment was considered successful when the blood glucose levels of recipients reached <10 mmol/l post-transplantation. Rejection of islet xenograft in B6 mice was defined as the first of three consecutive days of hyperglycemia (>10 mmol/l) and was confirmed by histological analysis of the graft.

### Oral glucose tolerance test (OGTT)

At >130 days post-transplantation, an OGTT was performed in randomly selected B6 *rag-/-* mouse recipients of NPI and in naïve non-transplanted *B6 rag-/-* mice (control group) following our previously described method (2, 9). Briefly, naïve non-transplanted *B6 rag-/-* mice and islet-transplant recipient *B6 rag-/-* mice that had maintained stable normal blood glucose levels (<10.0 mmol/l) were fasted for approximately 16 hours, and provided with an unlimited supply of drinking water. A glucose tolerance test was performed on these mice by administration of 50% dextrose solution (2.0 g/kg body weight) by oral gavage. Blood samples were obtained from the tail vein and glucose levels were measured at 0, 15, 30, 60, and 120 minutes after glucose administration using a Precision glucose meter (ONETOUCH, Ultra, Lifescan). The mice were returned to the housing facility and their blood glucose levels were measured once per week. At 150 days post-transplantation, the kidney that contained the islet xenograft was procured and blood glucose was measured until the mice returned to the diabetic state.

### Monoclonal antibody therapies

B6 mouse recipients of islets from 3- and 7-day-old neonatal pigs were randomly designated to receive short-term i.p. injections of anti-LFA-1 mAb (KBA; rat IgG2a) at 200 µg on days 0, 1, 7, 14 post-transplant plus anti-CD154 mAb (MR-1; hamster IgG1; Bio Express, West Lebanon, NH, USA) at 250 µg on days –1 and 1 and 2 times a week for an additional 4 weeks post-transplant based on our published protocol (7, 9).

### DNA and insulin content measurements

Five hundred µl of NPI were washed and diluted with HBSS (Sigma) medium to a final volume of 10 ml. Then, duplicate aliquots of 200 µl were taken from the diluted sample of islets and homogenized by ultrasonication on ice in distilled water. A sample of the homogenate was analyzed in duplicate for DNA content using a fluorometric method based on diaminobenzoic acid-induced fluorescence (23). The remaining homogenate was extracted overnight in 70% acid ethanol (0.3 N HCl in absolute ethanol). Insulin was measured from a 1:20 dilution of the extract using a commercial radioimmunoassay kit cross-reacting with porcine and human insulin (Linco, St Charles, MO, USA). Values are presented as µg of DNA or insulin content in 1 ml of NPI or approximately 2,000 I.E.

### Static glucose stimulation assay

To assess the insulin secretory ability of NPI, a static glucose stimulation assay was performed at 37°C, 5% CO_2_, and 95% air. 100 I.E. from various ages of pigs were washed with HBSS medium, incubated for 120 minutes in Ham’s F10 medium (Sigma) supplemented with 2mmol/l L-glutamine, 0.5% (w/v) BSA, and either low (2.8 mmol/l) or high (20.0 mmol/l) glucose at 37°C, 5% CO_2_, and 95% air. Islets and culture medium were then separated by low-speed centrifugation and assayed for their respective insulin content using the method described above. Stimulation indices (SI) were calculated by dividing the amount of insulin released after stimulation with high glucose by that released after stimulation with low glucose.

### Immunostaining

Islets were dissociated into single cells, placed on slides, fixed in 10% (v/v) buffered formalin solution, and kept in 70% (v/v) ethanol following our published protocol (24). Cells were incubated with primary antibodies for 30 minutes, followed by washing and incubating with appropriate biotinylated secondary antibodies for 20 minutes (**Supplementary Material**). Avidin-biotin complex/horseradish peroxidase (Vector Laboratories) and 3, 3-diaminobenzidine tetrahydrochloride (BioGenex, San Ramon, CA, USA) were used to detect positive-stained cells (brown color). 500 cells were counted by two individuals using a light microscope and the mean percentages of positive-stained cells were calculated. The presence of insulin-positive cells in grafts was also examined following our published protocol (7–10). Briefly, the kidney that bears the islet graft was fixed in 10% buffered formalin solution and embedded in paraffin, then 5 µm sections were stained with guinea pig anti-insulin primary antibody (1:1000; DAKO laboratories, Mississauga, ON, Canada) for 30 min, followed by the addition of biotinylated goat anti-guinea pig IgG secondary antibody (1:200; Vector Laboratories). Avidin-biotin complex/horseradish peroxidase (ABC/HP; Vector Laboratories, Burlingame, CA, USA) and 3, 3-diaminobenzidinetetrahydrochloride (DAB; BioGenex, San Ramon, CA, USA) were used to detect positive cells (brown color). All paraffin-embedded tissue sections were counter-stained with Harris’ hematoxylin and eosin.

### Kv channel and voltage-dependent K^+^ and Ca^2+^ channel activity measurements

The Kv channel activity was measured using the Kv intracellular and extracellular solutions and the Voltage-dependent Ca^2+^ channels (VDCCs) activity was measured using VDCC intracellular and extracellular solutions (**Supplementary Material**). Patch pipettes, pulled from thin-walled borosilicate glass and coated with Sylgard, had resistances of 4–6 megaohm (MΩ) when filled with the pipette solution. The currents were normalized to cell size and were expressed as picoampere per picofarad (pA/pF). All experiments were performed using the standard whole-cell technique with an EPC10 amplifier and Patchmaster software (HEKA Electronics, Lambrecht/Pfalz, Germany) at room temperature. Cells were positively identified as beta cells following the protocol for insulin immunostaining as previously described.

### Flow cytometry

Islets were dissociated into single cells by gentle agitation in calcium-free medium containing 15 μg/ml trypsin (Boehringer Mannheim, Laval, QC, Canada) and 4 μg/ml DNase (Boehringer Mannheim) following our published protocol (24). The cell suspension was filtered through a 63-μm nylon screen to remove cell clumps and then centrifuged through Percoll (Sigma) of 1.040 g/ml density to eliminate dead cells and debris. Islet cells were counted using trypan blue exclusion dye and a hemocytometer. Adult porcine peripheral blood mononuclear cells (PBMCs) were used as controls and were isolated following our standard protocol. Briefly, peripheral blood was diluted in a 1:1 ratio with saline. Forty ml of diluted blood were overlaid on 10 ml of lympholyte mammal (Cedarlane Inc., Hornby, ON, Canada) and spun for 20 minutes at 1500 rpm. The PBMCs were collected, washed with saline, and counted using trypan blue and a hemocytometer. Aliquots of 0.5 x 10^6^ live islet cells and adult porcine PBMCs were incubated for 30 minutes at 4°C with 1:100 dilution of antibodies specific for immune cell markers (**Supplementary Figure 1**). Fluorescence histograms were created using BD FACS Calibur flow cytometry machine (BD Biosciences, Mississauga, ON, Canada), with a gate on live cells, and were used to determine the percentage of positive cells labeled with the corresponding antibodies (**Supplementary Figure 1**). Analysis of the immune cell population was performed using BD FACSDivaTM software (BD Biosciences).

### Microarray analysis

Islets isolated from 3- and 7-day-old pigs (n=4) were processed for analysis with pig Affymetrix^®^ GeneChip microarrays (No.: 900623) representing 24,123 probe sets (of which 5,301 were annotated corresponding to 1,859 unique genes). The total RNA was isolated using the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA), and amplified according to the Affymetrix^®^ protocol (Santa Clara, CA, USA). If the starting input of cRNA was below 2.5 µg an additional round of linear amplification was conducted. RNA yields were measured by UV absorbance and RNA fixed and acute features assessed by Agilent Bioanalyzer. RNA labelling and hybridization of the Affymetrix^®^ GeneChip microarrays of each sample were carried out according to the Affymetrix^®^ GeneChip Expression Analysis Manual (Thermo Fisher Scientific, Waltham, MA, USA).

Raw microarray data were normalized to the median of each probe set across all samples. Afterward, high throughput computer software (GeneSpring GX, version 11.5, Agilent Technologies, Santa Clara, CA, USA) was used to determine differentially expressed probe sets and genes between islets from 3- and 7-day-old pigs. A principal component analysis of the samples was performed for qualitative analysis as well as to identify outliers and the overall differentiation between the samples. In a filtering step, probe sets that are lowly expressed across all samples (<20%) were eliminated, leaving 20,056 probe sets for statistical analysis. An unpaired t-test (corrected p-value <0.05, Multiple Testing Correction by Benjamini-Hochberg) was used to determine differentially expressed probe sets between islets from 3- and 7-day-old pigs. Moreover, a fold-change analysis was used to select genes with >1.5- and 2-fold changes (**Supplementary Tables 1**, **2**). A Gene Ontology (GO) analysis was performed on the up-regulated genes with a fold-change >2 in islets from 7-day-old compared to 3-day-old pigs (adjusted p-value <0.1). To investigate pathways, significant genes with a fold-change >1.5 were imported into Ingenuity Pathway Analysis (IPA, www.ingenuity.com) and run through a core analysis. In IPA, canonical pathways were identified and ranked according to p-value (Fisher’s Exact Test p-value).

### Induction of hypoxia and reoxygenation stress

After 7 days of culture, 500 I.E. from 3- or 7-day-old pigs were placed in a 40 μm Corning cell strainer per well of a six-well tissue culture plate. Hypoxia stress was induced using a hypoxia chamber (Stemcell Technologies, Vancouver, Canada), which was purged with a gas mixture of 1% O_2_, 5% CO_2_, and 94% N_2_ for 15 minutes (10 l/minute), and then the sealed chamber was placed inside a tissue culture incubator maintained at 37°C (25). After 24 hours, the plates were removed and either analyzed immediately or further cultured for 24 hrs under normal conditions (37°C, 5% CO_2_, 95% air) to induce reoxygenation stress. Results were compared to control islets cultured under hypoxic and normal conditions.

### Statistical analysis

Data are expressed as mean ± SEM of n independent observations. Statistical significance of differences in insulin, DNA, pancreatic hormones, and porcine antigens between groups was calculated using Kruskal Wallis one-way analysis of variance and two-tailed unpaired Student’s t-tests. All statistical analysis was performed using GraphPad Prism 6 software or SPSS version 25 (SPSS Inc., Chicago, IL, USA). Analysis of Kv and calcium channels between groups was performed using FitMaster software (HEKA Electronik, Reutlingen, Germany). P <0.05 was considered statistically significant.

## Results

### Morphological characteristics of islets from various ages of neonatal pigs

The weights of neonatal pigs and their pancreas were initially measured prior to islet isolation. As expected, the average body and pancreas weights significantly increased as the age of pigs increased (**Figures 1A, B**). However, we found no significant difference in the islet size distribution between the islet preparations from different ages of pigs (**Figure 1C**). In these preparations, there were more 50 to 100 µm islets followed by 100 to 150 µm islets. The average islet yields were comparable between 3-, 5-, and 7-day-old pigs but significantly lower in 10-day-old pigs (**Figure 1D**). As such, the I.E. per weight of the pancreas of different ages of pigs were significantly decreased as their age increased (**Figure 1E**). There was no significant difference in the total insulin content/I.E. observed between the different ages of pigs (**Figure 1F**). The total DNA content however significantly varies between the groups. Higher amounts of DNA/I.E. were observed in islets from 5-day-old followed by islets from 3-, 7-day-old and lowest in islets from 10-day-old pigs (**Figure 1G**). Collectively, these results accounted for a relatively higher insulin/DNA content ratio detected in islets from 10-day-old pigs compared to the other groups (**Figure 1H**).

**Figure 1:**
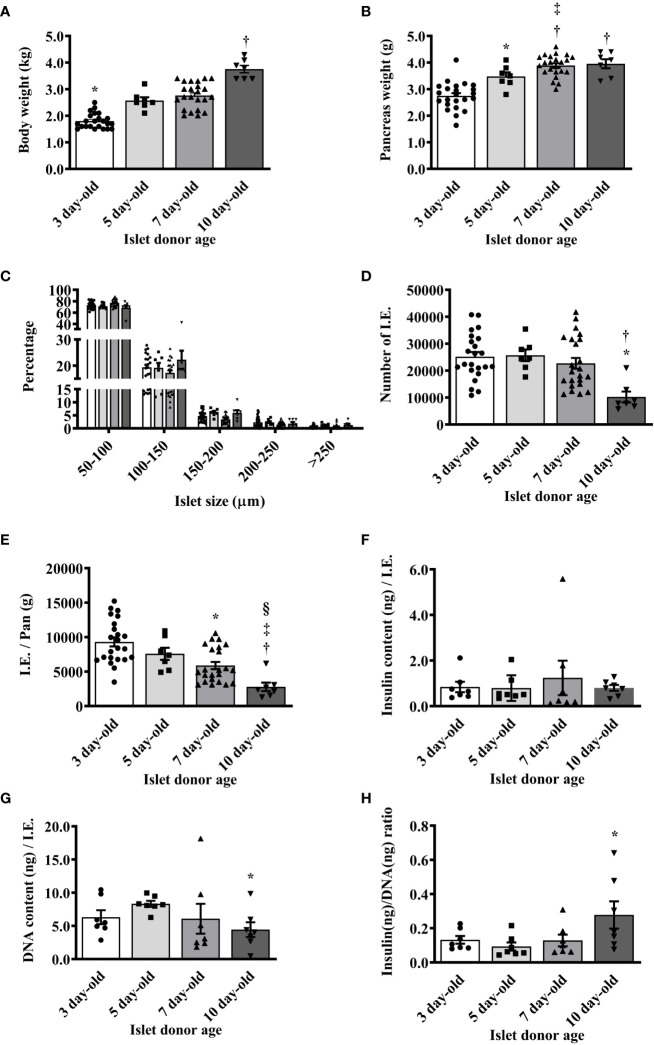
Morphological characteristics of islets isolated from neonatal pigs of various ages. **(A)** Mean body weight of neonatal pigs (*p <0.0001, 3-day-old vs. 5-, 7-, and 10-day-old; †p <0.0001, 5- and 7-day-old vs. 10-day-old). **(B)** Mean pancreas weight of neonatal pigs (*p <0.005 between 3- and 5-day-old; †p <0.0001, 3-day-old vs. 7- and 10-day-old; ‡p <0.05 between 5- and 7-day-old). **(C)** Proportions of islets isolated from various ages of neonatal pigs based on size. **(D)** Islet yield expressed in I.E. (*p <0.0005, 3- and 5-day-old vs. 10-day-old; †p <0.005 between 7- and 10-day-old). **(E)** Islet yield per pancreas weight of neonatal pigs (*p <0.0005 between 3- and 7-day-old; †p <0.0001 between 3- and 10-day-old; ‡p <0.001 between 5- and 10-day-old; §p ≤0.005 between 7- and 10-day-old). Data from 3- (n=23), 5- (n=7), 7- (n=23), and 10- (n=7) day-old pigs are shown. **(F)** Insulin content per I.E. from various ages of neonatal pigs. **(G)** DNA content per I.E. from various ages of neonatal pigs (*p <0.01 between 5-day-old vs. 10-day-old). **(H)** Insulin to DNA content ratio detected in islets from various ages of neonatal pigs (*p <0.05 between 5- and 10-day-old). Data from 3-, 5-, 7-, and 10-day-old pigs (n=7 for each group) are shown.

Characterization of the endocrine cells in islets from 7-day-old pigs shows a lower proportion of insulin-positive cells compared to the proportion of these cells in islets from other ages of pigs. The percentage of insulin-positive cells was highest in 10-day-old pigs compared to the other groups (**Table 1**). However, these results were not found to be statistically significant between the groups. Islets from 3-day-old pigs display more glucagon, somatostatin, and pancreatic polypeptide-positive cells compared to islets from other ages of pigs. Islets from 10-day-old pigs showed a significantly lower proportion of CK7-positive precursor endocrine cells compared to islets from younger pigs (**Table 1**).

**Table 1:** Cell composition of islets from various ages of neonatal pigs.

Mean Percentage of Stained Positive Cells ± SEM						
Group	n	Insulin	Glucagon	Somatostatin	Pancreatic Polypeptide	CK7
**3-day-old**	5	28.61 ± 1.62	28.02 ± 1.57	6.47 ± 0.80	6.12 ± 0.62	15.37 ± 2.58^#^
**5-day-old**	5	27.31 ± 3.06	19.40 ± 3.16*	4.01 ± 0.58^‡^	3.40 ± 0.23^§^	15.07 ± 4.37
**7-day-old**	4	24.22 ± 1.93	19.37 ± 1.48^†^	3.26 ± 1.33	2.68 ± 0.90^‖^	16.86 ± 2.38**
**10-day-old**	4	35.19 ± 6.59	23.36 ± 3.47	4.51 ± 0.57	3.84 ± 0.41_¶_	2.59 ± 2.21

Islets were dissociated into single cells, placed on slides, fixed in 10% (v/v) buffered formalin solution, and kept in 70% (v/v) ethanol following our published protocol. Islet cells were incubated with antibodies to endocrine hormones. Two individuals counted positive-stained cells out of 500 islet cells from each preparation. The mean counts were calculated for each sample.

*p <0.05 between 3- and 5- day-old.

^†^p <0.01 between 3- and 7-day-old.

^‡^p <0.05 between 3- and 5-day-old.

^§^ p<0.005 between 3- and 5-day-old.

^‖^p ≤0.01 between 3- and 7-day-old.

^¶^p <0.05 between 3-and 10-day-old.

^#^ p≤ 0.01 between 3- and 10-day-old.

** p<0.01 between 7- and 10-day-old

### Functional characteristics of islets from various ages of neonatal pigs

When islets from various ages of pigs were challenged with low (2.8 mmol/l) and high (20 mmol/l) glucose *in vitro*, there was a significant difference in the response of islets from 5-day-old compared to islets from 3-day-old pigs. Islets from 7- and 10-day-old pigs responded with significantly more insulin compared to islets from 3- and 5-day-old pigs (**Figures 2A, B**). A similar pattern was detected when the stimulation index (SI) from different groups was calculated (**Figure 2C**).

**Figure 2:**
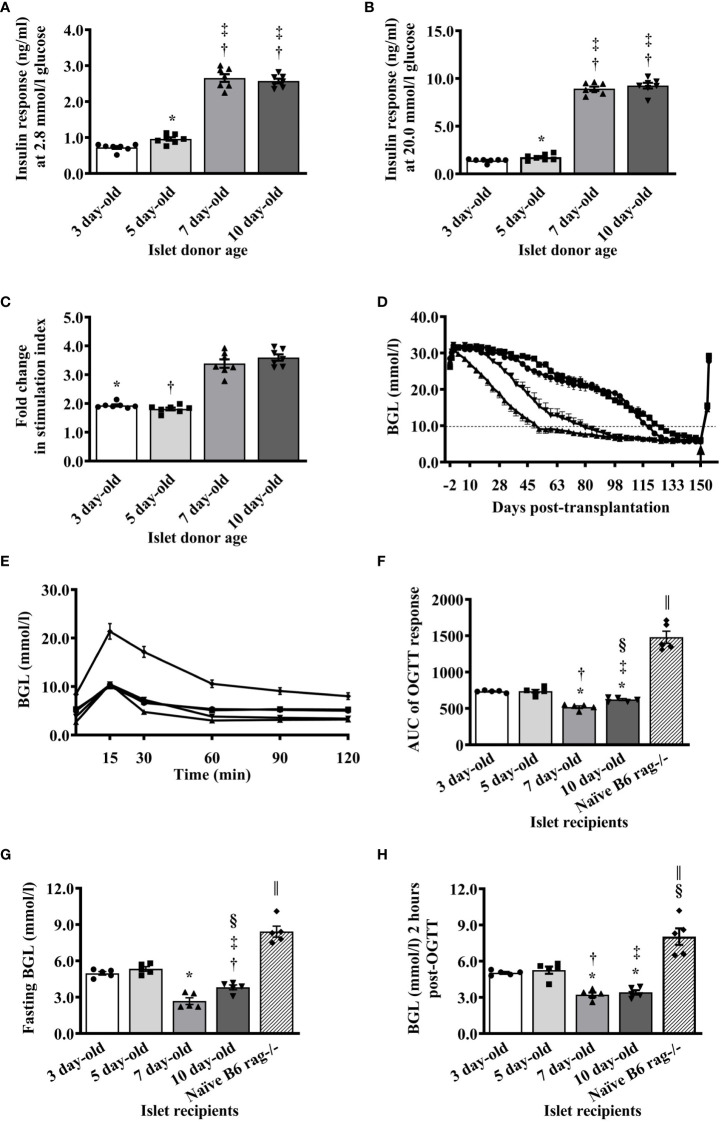
Functional characteristics of islets isolated from neonatal pigs of various ages. **(A)** Responses of islets as measured by the amount of insulin detected in the supernatant after stimulation of islets with 2.8 mmol/l glucose using in vitro glucose stimulation assay (*p <0.005 between 3- and 5-day-old; ^†^p <0.0001, 3- vs. 7- and 10-day-old; ‡p <0.0001, 5- vs. 7- and 10-day-old). **(B)** Amount of insulin detected in the supernatant after stimulation of islets with 20 mmol/l glucose (*p <0.05 between 3- and 5-day-old; ^†^p <0.0001, 3- vs. 7- and 10-day-old; ^‡^p <0.0001, 5- vs. 7- and 10-day-old). **(C)** Insulin response expressed as stimulation index of islets from various ages of neonatal pigs to glucose stimulation in vitro (*p <0.0001, 3-day-old vs. 7- and 10-day-old; ^†^p <0.0001, 5- vs. 7- and 10-day-old). Data from 3-, 5-, 7-, and 10- (n=7 for each group) day-old pigs are shown. **(D)** Blood glucose levels of B6 rag-/- mouse recipients before and after transplantation of 2000 I.E. from various ages of neonatal pigs. Recipients of NPI are shown as circle symbol for 3-day-old (n=40), square symbol for 5-day-old (n=30), triangle symbol for 7-day-old (n=40), and reverse triangle symbol for 10-day-old (n=20). Arrow indicates the time when the kidney that contained the islet xenograft was removed from each mouse recipient. Normoglycemia and hyperglycemia are defined as <10mmol/l and >10mmol/l, respectively. **(E)** Responses of non-transplanted or transplanted B6 rag-/- mice with 2000 I.E. from various ages of neonatal pigs during oral glucose challenge at <130 days post-transplantation. Circle, square, triangle, reverse triangle, and diamond symbols represent recipients of 3-, 5-, 7-, and 10-day-old pigs, and non-transplanted B6 rag-/- mice (n=5 for each group), respectively. **(F)** Responses expressed as AUC of non-transplanted or transplanted B6 rag-/- mice with islets from various ages of neonatal pigs during oral glucose challenge at >130 days post-transplantation. *p <0.0001, 3-day-old vs. 7- and 10-day-old; †p ≤0.001 between 3- and 10-day-old. ‡p ≤0.0005 between 5- and 10-day-old; §p ≤0.01 between p 0.001 between 3- and 10-day-old; ǁp <0.0001 between non-transplanted B6 rag-/- and other groups. **(G)** Fasting blood glucose levels of non-transplanted B6 rag^-/-^ mice and those that were transplanted with islets from various ages of neonatal pigs. *p <0.0001, 3- or 5-day-old vs. 7-day-old; ^†^p ±0.001 between 3- and 10-day-old. ^‡^p ±0.0005 between 5- and 10-day-old; §p ±0.01 between 7- and 10-day-old; ǁp <0.0001 between non-transplanted B6 rag-/- and other groups. **(H)** Blood glucose levels of non-transplanted B6 rag-/- mice and those that received islets from various ages of neonatal pigs 2 hours post-glucose challenge. *p <0.0001, 3- vs. 7- or 10-day-old; ^†^p <0.0005 between 5- and 7- day-old; ^‡^p < 0.001 between 5- and 10- day-old; §p <0.01, 3- and 5- day-old vs. non-transplanted B6 rag-/-; ǁp <0.0001, 7- and 10-day-old vs. non-transplanted B6 rag-/-. Data from recipients of 3-, 5-, 7-, and 10-day-old pigs, and non-transplanted B6 rag-/- mice (n=5 for each group) are shown.

The ability of islets from various ages of pigs to reverse hyperglycemia in diabetic B6 *rag-/-* mice was evaluated. Mice that received 2000 I.E. from 7-day-old pigs achieved normoglycemia on average at earlier time points post-transplantation (day 52) compared to the mice that received 2000 I.E. from 10-, 3-, and 5-day-old pigs (day 80, 119, and 122, respectively, **Figure 2D**). At the end of the follow-up period (>150 days post-transplantation), all mice became diabetic when the kidney with the islet xenograft (**Supplementary Figure 2** and **Figure 2D**) was removed indicating that normoglycemia was maintained by the islet transplant (**Figure 2D**). Randomly selected mice in each group were able to lower their blood glucose levels regardless of the age of the pig islet donor to much lower values compared to the naïve (normoglycemic, non-transplanted) B6 *rag-/-* mice post-oral glucose challenge (**Figure 2E**). However, when the area under the curve (AUC) was calculated, there were significant differences in the response of recipients of 3- and 5- compared to the recipients of 7- and 10-day-old pig islets (**Figure 2F**). There was also a significant difference in the response of islet recipients compared to the response observed in naïve non-transplanted mice. A similar pattern was detected in the fasting blood glucose levels before (**Figure 2G**) and 2 hours after the glucose challenge of recipient mice (**Figure 2H**).

### Islets from 7-day-old pigs are more efficient in reversing hyperglycemia than islets from 3-day-old pigs

Since our previous studies utilized islets from 1- to 3-day-old pigs and based on the results above showing that islets from 7- and 10-day-old pigs responded better to glucose stimulation *in vitro* and *in vivo* than islets from 3- and 5-day-old pigs and that 7-day-old pigs can provide a significantly better yield of islets than 10-day-old pigs, we now focus our study in comparing islets from 3- and 7-day-old pigs. We first compared the ability of various numbers of islets from 7-day-old pigs to that of 3-day-old pigs in reversing the diabetic state of B6 *rag-/-* mouse recipients. Mice that received 500 I.E. from 3-day-old pigs showed a reduction in their blood glucose levels but remained in the diabetic state until the end of the study (>20 weeks post-transplantation, **Figures 3A, C**). Four of these mice died at 6 weeks post-transplantation, due to poor health related to diabetes. Two of the recipients of 1000 I.E. from 3-day-old pigs died at 3 weeks post-transplantation. One of the recipients of 1000 and 2000 I.E. from 3-day-old pigs achieved normoglycemia at 12 and 10 weeks post-transplantation, and all remaining recipients achieved normoglycemia at 20 and 16 weeks post-transplantation, respectively (**Figures 3A, C**). In contrast, only one mouse recipient of 500 I.E. from 7-day-old pigs died at day 35 post-transplantation. One, one, and two mice that received 500, 1000, or 2000 I.E. from 7-day-old pigs achieved normoglycemia at 10, 8, and 4 weeks post-transplantation, respectively (**Figures 3B, D**). The remaining mice in these groups achieved normoglycemia at 20 (500 I.E.), 14 (1000 I.E.), and 8 (2000 I.E.) weeks post-transplantation (**Figure 3D**). All recipients of islets from 3-day-old pigs, except those mice that received 500 I.E., were able to return to their normoglycemic state after challenge with oral glucose (**Figure 3E**). Recipients of 2000 I.E. were more efficient in achieving normoglycemia than recipients of 1000 I.E. In contrast, all mice that received 500, 1000, and 2000 I.E. from 7-day-old pigs were able to reduce blood glucose to normal levels after the glucose challenge (**Figure 3F**). The calculated AUC of the responses observed in recipients of various amounts of islets from 3- and 7-day-old pigs significantly decreased as more islets were transplanted (**Figure 3G**). A similar pattern was observed in fasting and at 2 hours post-glucose challenge (**Figures 3H, I**)

**Figure 3:**
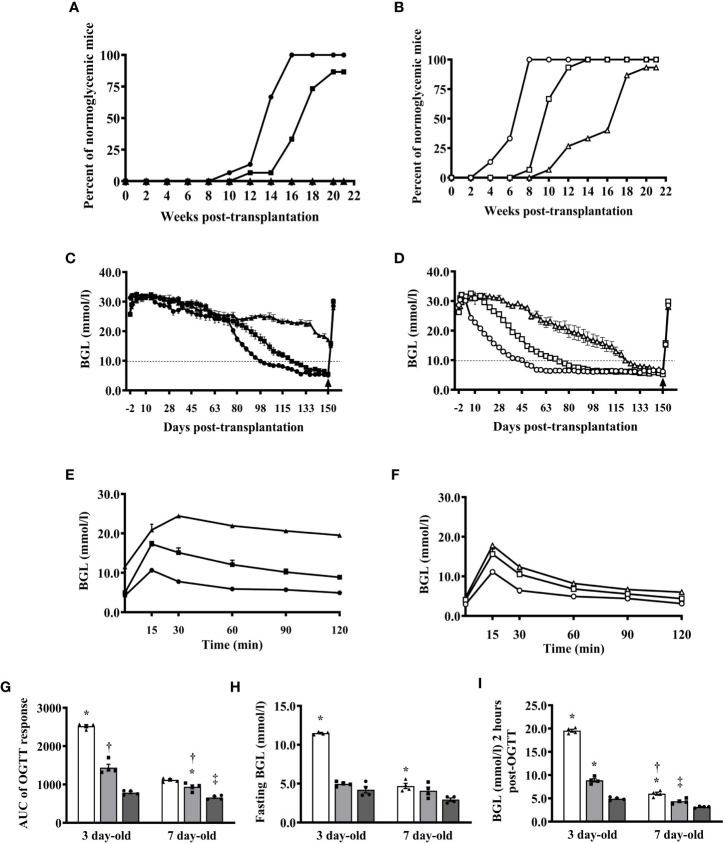
Reversal of diabetes in B6 rag-/- mouse recipients of various numbers of islets from 3- and 7-day-old pigs. **(A)** Proportions of mice transplanted with 500, 1000, and 2000 I.E. (n=15 per group) from 3-day-old pigs that achieved normoglycemia at various time points after transplantation. **(B)** Proportions of mice transplanted with 500, 1000, and 2000 I.E. (n=15 per group) from 7-day-old pigs that achieved normoglycemia at various time points post-transplantation. **(C)** Blood glucose levels of mice transplanted with various numbers of islets from 3-day-old pigs (n=15 per group). **(D)** Blood glucose levels of mice transplanted with various numbers of islets from 7-day-old pigs (n=15 per group). **(E)** Responses of B6 rag-/- mouse recipients of various numbers of islets from 3-day-old pigs after oral glucose challenge at >130 days after transplantation (n=4 per group). **(F)** Responses of mice transplanted with various numbers of islets from 7-day-old pigs post-oral glucose challenge (n=4 per group). Black and white symbols represent mice that received 500 (triangle), 1000 (square), and 2000 (circle) I.E. from 3- and 7-day-old pigs, respectively. **(G)** Calculated AUC responses of B6 rag-/- mouse recipients of islets from 3- and 7-day-old pigs after oral glucose challenge at >130 days post-transplantation. *p <0.0001, 500 I.E. vs. 1000 I.E and 2000 I.E.; †p <0.0005 between 1000 I.E. and 2000 I.E for 3-day-old and *p <0.005 between 1000 I.E. and 2000 I.E.; †p <0.05 between 500 I.E. vs. 1000 I.E.; ‡p <0.0001 between 500 I.E. and 2000 I.E. for 7-day-old. **(H)** Fasting blood glucose levels of B6 rag-/- mouse recipients of islets from 3- or 7-day-old pigs. *p <0.0001 between 500 I.E. and 1000 I.E or 2000 I.E. for 3-day-old and *p <0.005 between 500 I.E. and 2000 I.E. for 7-day-old. **(I)** Blood glucose levels of B6 rag-/- mouse recipients of islets from 3- or 7-day-old pigs 2 hours post-glucose challenge. *p <0.0001, 500 I.E. and 1000 I.E. vs. 2000 I.E. for 3-day-old and *p <0.01, between 500 I.E. vs. 1000 I.E.; †p <0.0001 between 500 I.E. and 2000 I.E.; ‡p ≤ 0.005 between 1000 I.E. and 2000 I.E. White (triangle), gray (square), and dark gray (circle) bars (symbol) represent data from B6 rag-/- mice that were transplanted with 500, 1000, and 2000 I.E., respectively (n=4 for each group).

### Reduced Kv and increased Ca^2+^ channel activity in islets from 7-day-old pigs

VDCCs are critical mediators of beta cell electrical activity, Ca^2+^ entry, and subsequent insulin release in response to glucose (26). Reductions in Kv channel current are associated with increases in glucose-stimulated electrical activity and insulin secretion (27), while elevated Ca^2+^ entry through VDCCs will likewise increase insulin secretion. The Kv channel activity was decreased by 59% in beta cells from 7-day-old compared to beta cells from 3-day-old pigs (**Figures 4A, B**). The Kv current density in islets from 7-day-old pigs was similar to that seen in the adult pig beta cells. Furthermore, we observed no difference in VDCC activity between islets from 3- and 7-day-old pigs, which were both approximately 35% reduced compared with that typically observed in adult pig beta cells (**Figures 4C, D**). Thus, the improved function of islets from 7-day-old pigs likely cannot be attributed to increased Ca^2+^ channel function but may in part be due to reduced Kv channel activity, which could lead to an increase in electrical function.

**Figure 4:**
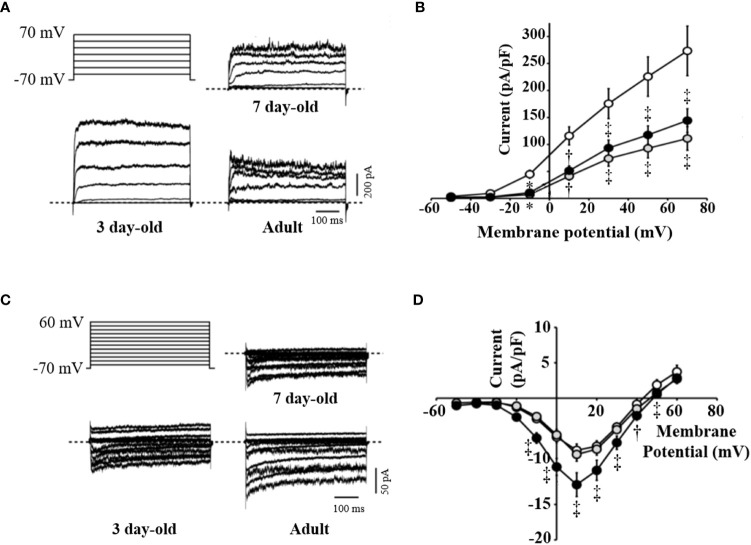
Activity of voltage-dependent K^+^ and Ca^2+^ channels in beta cells of 3-, 7-day-old neonatal and adult pig islets. Voltage-dependent K^+^ (Kv) channels or voltage-dependent Ca^2+^ channels (VDCCs) were recorded in response to a series of membrane depolarizations from a holding potential of -70 mV. **(A)** Stimulation protocol and representative traces of Kv currents from islet beta cells of 3- (n=17), 7-day-old neonatal (n=17) and adult pigs (n=10). **(B)** Averaged current-voltage relationship of Kv channel activity in these groups. **(C)** Stimulation protocol and representative traces of VDCC currents from islet beta cells of 3-day-old (n=21), 7-day-old neonatal (n=22) and adult pigs (n=19). **(D)** Mean current-voltage relationship of VDCC activity in these groups. ^*^p <0.001, ^†^p <0.01, ^‡^p <0.05 compared with islets from 3-day-old pigs. White, gray, and black circles represent data from 3-day-old, 7-day-old, and adult pig islets, respectively.

### Islets from 7-day-old pigs may be more immunogenic than islets from 3-day-old pigs

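Islets of 4 pigs of 3 days and of 4 pigs of 7 days of age were compared on the Affymetrix porcine GeneChip, with 1 array per pig, after 7 days of culture. On this array each gene is read by 1 or more probe sets, groups of short oligonucleotides whose fluorescence is summarised as 1 intensity. The RNA was amplified before labelling, with an additional round where little material was available. Which samples had this round is not given in the sources used here. The deposited table holds linear intensities of 24123 probe sets, from 0.04 to 41079.3, with no missing value. The mean intensity after trimming 2% at each end was the same in every array, so a scaling of each array by the authors is already in the values. The normalization of each probe set to its median, which the methods describe, is not. Array medians lay between 171.6 and 178.5, and the number of arrays limits the precision, with a median standard error of 0.17 for a log2 difference. No pair of arrays shared more than 1 identical value. The correlation of log2 intensities across probe sets, which are not independent replicates, was 0.944 to 0.955 for the 12 pairs of arrays with the same label and 0.936 to 0.943 for the 16 pairs with different labels. Here, 1528 intensities below 1 were set to 1 and all were put on the log2 scale. Probe sets that reached the array's 20th percentile in at least 1 of the 8 arrays were kept, and control probe sets were left out, which left 21574 for testing. Of the 23999 probe sets other than controls, 10069 carried 1 gene symbol in the array's annotation, 198 carried several and 13732 had none. The 2 ages were compared by limma's moderated test (two-sided, Benjamini-Hochberg adjusted over the probe sets tested), and gene groups by camera, also from limma, at 1 probe set per gene. Arrays are named below by the age in their deposited labels, because the probe sets and genes for which the study gives a direction on the arrays differed in the opposite direction. For every probe set in Supplementary Tables 1 and 2, the log2 difference between arrays labelled 7-day-old and arrays labelled 3-day-old had the other sign (Pearson r = -0.962 across probe sets). Their group means lay nearer to the paper's mean of the other age, with a median log2 difference of 0.09 from it and of 1.38 from the paper's mean of the same age. The sources used here do not settle whether the labels of the table or those of the paper are exchanged. The paper reports greater insulin release at 7 days. Of 17 genes of insulin processing and secretion, 9 were higher and 1 was lower in arrays labelled 7-day-old. The list did not pass camera with an estimated correlation (adjusted p = 0.152). Its counts do not separate genes that raise secretion from genes that restrain it. Markers of other cell types had negative median log2 differences: fibroblast and stellate -0.74, endothelial -0.74, pericyte and smooth muscle -0.36, duct and progenitor -0.28. These lists did not pass with an estimated correlation either. The paper's higher proportion of SWC9-positive cells at 7 days goes against ENPP1, taken here for the SWC9 antigen, lower in arrays labelled 7-day-old.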

The microarray principal component analysis of all samples without any *a priori* sample classification demonstrated a robust differentiation between the islets from 3-day-old compared to islets from 7-day-old pigs (**Figure 5A**). Principal component one alone accounted for around 50% of the difference between the two islet sample groups. 

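The islet arrays of the 2 labels lay apart on the first principal component, and the arrays labelled 7-day-old were spread widely along the second. Arrays labelled 3-day-old lay between -44.4 and -35.4 on component 1 and arrays labelled 7-day-old between 37.6 and 45.7 (exact permutation test of the difference of means, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). Component 1 held 26.2% of the variance of the log2 intensities, centred and not scaled. Component 2 held 14.9%. On it, 7-day-old replicate 3 lay at -68.5 and 7-day-old replicate 4 at 39.8, with the other 6 arrays between -24.4 and 17.9, and the labels did not separate (exact permutation test, p = 0.943). With a stricter filter, at least the array's 50th percentile in at least 4 arrays, component 1 held 52.6%.

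**Figure D1:**
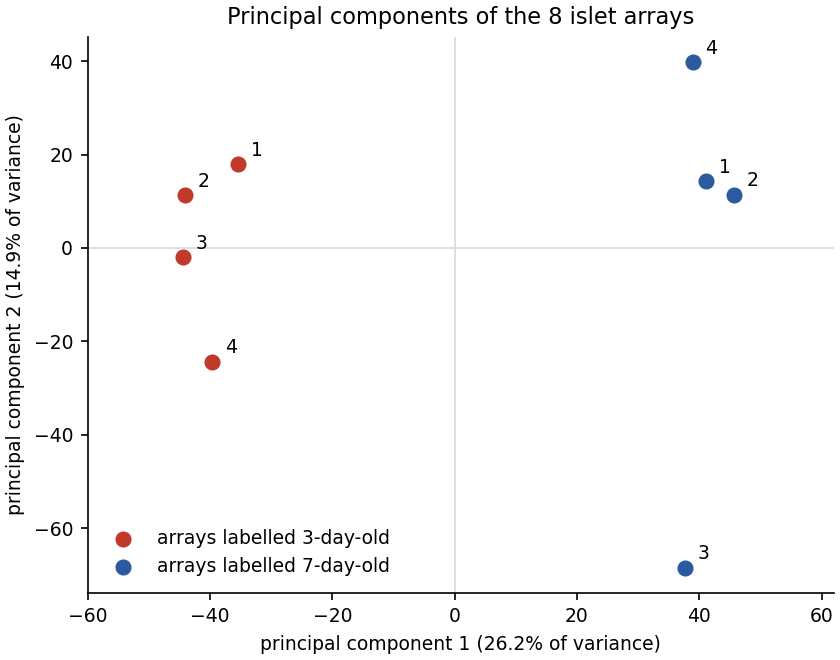
Principal component 1 against principal component 2 (share of variance in percent) of the 8 islet arrays, 1 point per array, coloured by the deposited age label and numbered by replicate. The 4 arrays labelled 3-day-old sit below 0 on component 1 and the 4 labelled 7-day-old above 0.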

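Of the 21574 probe sets tested, 2305 (10.7%) differed between the arrays of the 2 labels at an adjusted p under 0.05. They split almost evenly, with 1124 higher and 1181 lower in arrays labelled 7-day-old. Among 6548 genes with a symbol, 332 were higher and 468 lower. The genes higher in arrays labelled 7-day-old included KCNB2, a voltage-gated potassium channel, with a log2 difference of 1.03, and CACNA2D1, a subunit of voltage-gated calcium channels, at 1.17. Those lower included DCN, the matrix proteoglycan decorin, at -2.05, and BLNK, an adaptor of B cell receptor signalling, at -2.04. These directions follow the deposited labels, and those of CACNA2D1, DCN and BLNK oppose the study's supplementary tables. In 4568 of the tested probe sets (21.2%) the 4 values of 1 label did not overlap the 4 of the other, where chance gives 2.86%. The count of changed probe sets, 2305 in the main test, rose to 3491 when the test followed the intensity trend with robust variances. With the replicate number as a block 0 passed limma's test, with 5264 at an unadjusted p under 0.05, and by the methods' test without a block 2125 passed. Without 1 array it fell to 1078 (3-day-old replicate 2), 1059 (3-day-old replicate 3), 1128 (7-day-old replicate 1), 1020 (7-day-old replicate 2) and 1430 (7-day-old replicate 4).

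**Figure D2:**
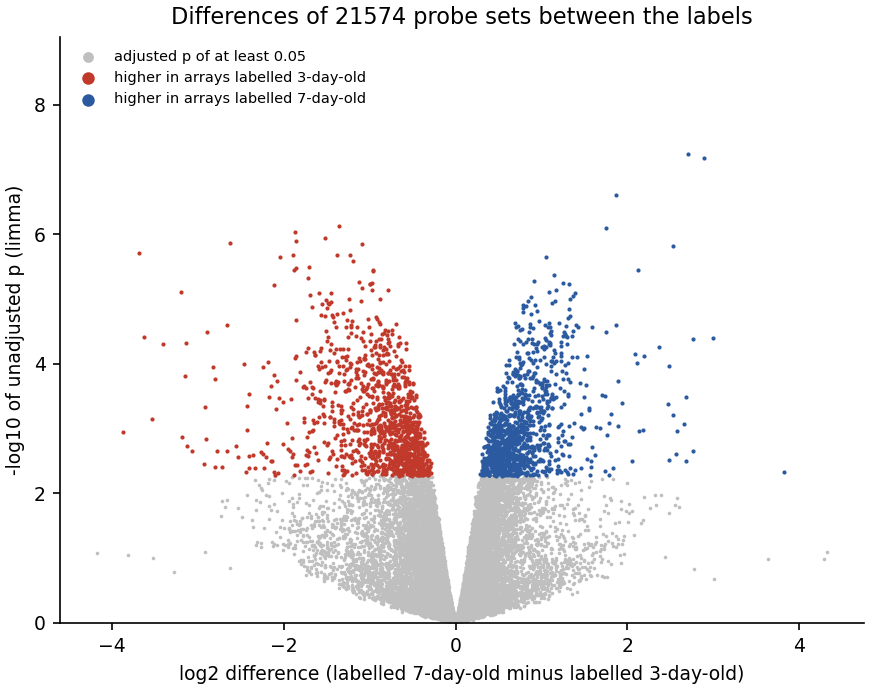
The log2 difference of each of the 21574 probe sets (horizontal axis, arrays labelled 7-day-old minus arrays labelled 3-day-old) against the negative log10 of its unadjusted p from limma (vertical axis), 1 point per probe set. Coloured points are the 1124 probe sets higher and the 1181 lower in arrays labelled 7-day-old.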

Out of the 20,056 probe sets that passed the initial filtering step 4,048 probe sets were differentially expressed between islets from 3- and 7-day-old pigs (adjusted p-value <0.05). 

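At a difference of at least 1.5-fold, 737 of the changed probe sets were higher and 852 lower in arrays labelled 7-day-old, and at a difference of at least 2-fold 238 were higher and 377 lower, the labels being those deposited. Outside the genes that the study's text and figures name, several of the largest log2 differences of probe sets with 1 gene symbol were taken against values near background, so that their size and rank are uncertain. SLPI, a secreted inhibitor of leukocyte proteases, had an intensity of 299 ± 82.4 (SD, n = 4) in arrays labelled 3-day-old and 32.3 ± 35.3 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -3.87 (adjusted p = 0.022 from limma), and reached the array's 20th percentile in 6 arrays. The probe set listed as UABP-2 went from 1396 ± 244 to 234 ± 109 in the same order (adjusted p = 0.0054). Near background were LY86 (log2 difference -3.53), which reached the array's 20th percentile in 2 arrays, TRAF5 (-3.13) in 3, and TIE1 (-3.41), MYO10 (-2.80) and MBOAT1 (-2.78) in 4. The cytokine TNF (-2.80) and C4H1orf54 (-2.47) reached it in 5 arrays and TNFAIP8L2 (-2.40) in 2. In the other direction CYP2J34, a cytochrome P450, had an intensity of 158 ± 89.6 in arrays labelled 3-day-old and 621 ± 127 in arrays labelled 7-day-old (adjusted p = 0.0217), and LYPD6 had 174 ± 61.6 and 543 ± 239 (adjusted p = 0.0339). ASCL2, a transcription factor, had a log2 difference of 2.09 and reached the 20th percentile in 7 arrays. The chemokine CCL27 (2.68), ANKRD28 (2.66), GSDMD (2.49), IER5 (1.94), CRYBB1 (1.83), B3GNTL1 (1.74) and APOC3 (1.58) were higher too, each at or above the 20th percentile in 2 to 5 arrays. Many of these calls were lost, with the sign kept, when 1 array was left out. SLPI did not pass without 3-day-old replicate 2 (adjusted p = 0.0519), 3-day-old replicate 3 (0.0623), 7-day-old replicate 1 (0.0584) or 7-day-old replicate 2 (0.0502), LY86 without 3-day-old replicate 3 (0.052) or 7-day-old replicate 2 (0.0506), ANKRD28 without 3-day-old replicate 2 (0.053) or 7-day-old replicate 2 (0.0512), and CYP2J34 without 7-day-old replicate 1 (0.0599), 2 (0.0597) or 3 (0.0505). TRAF5 and B3GNTL1 did not pass when any of 6 arrays was left out, MBOAT1, TNF, LYPD6, CRYBB1 and APOC3 any of 7, and TNFAIP8L2 any of the 8, with adjusted p up to 0.109 among them. By the methods' test none of these 8 passed (0.0553 for TRAF5 to 0.0794 for B3GNTL1). Of them, CRYBB1, B3GNTL1, APOC3, TNF and TNFAIP8L2 did not pass without the filter (0.0526 to 0.057), CRYBB1 (0.0949) and APOC3 (0.0619) with the intensity trend, TNF (0.056) and TNFAIP8L2 (0.0569) after quantile normalization, and APOC3 with array quality weights (0.0548). With the stricter filter, which drops such dim probe sets, 153 were at least 2-fold higher and 251 at least 2-fold lower. Leaving out 7-day-old replicate 2 gave 374 and 529 at 1.5-fold and 157 higher at 2-fold, 3-day-old replicate 3 gave 431 and 493 at 1.5-fold and 241 lower at 2-fold, 3-day-old replicate 2 gave 424 and 525 at 1.5-fold, and 7-day-old replicate 1 gave 408 higher at 1.5-fold.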

Using a fold change cut-off of ≥1.5 or 2, respectively, out of significantly different probe sets 686 or 236 were up-regulated and 624 or 135 were down-regulated in islets from 7-day-old compared to 3-day-old pigs, respectively. 

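The extracellular matrix proteases MMP3 and MMP1, the neutrophil chemokine AMCF-II and PTGS2, the inducible enzyme of prostaglandin synthesis also called PGHS-2, all differed several-fold between the labels. MMP3 had an intensity of 2127 ± 683 (SD, n = 4) in arrays labelled 3-day-old and 259 ± 137 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -3.15 (standard error 0.456, adjusted p = 0.00896 from limma). AMCF-II had 1528 ± 224 and 221 ± 95.0 (SD, n = 4 each), a log2 difference of -2.90 (standard error 0.333, adjusted p = 0.00566 from limma). MMP1 was the brightest, at 8050 ± 1362 and 1260 ± 656, a log2 difference of -2.83 (standard error 0.39, adjusted p = 0.00787). PTGS2 had 988 ± 340 and 111 ± 38.7, a log2 difference of -3.15 (standard error 0.383, adjusted p = 0.0061). All 4 were thus higher in arrays labelled 3-day-old, opposite to the age the study gives. For each of them the 4 arrays of 1 label lay above the 4 of the other (exact permutation test, p = 0.0286, or 0.0327 adjusted over the 56 genes tested this way). The study chose these 4 genes on these samples, so this separation is not independent evidence. Of 14 measured matrix metallopeptidases and inhibitors, 6 were lower in arrays labelled 7-day-old (12 when adjusted over the list alone, and 3 to 7 when 1 array was left out, the fewest without 3-day-old replicate 3). Among them were MMP2 at -1.42, which did not pass without 3-day-old replicate 3 (adjusted p = 0.0522), and MMP14 at -0.95, which did not without 3-day-old replicate 2 (0.0611), 3-day-old replicate 3 (0.0629) or 7-day-old replicate 4 (0.0564). The list passed camera (adjusted p = 3.54e-05 with the preset correlation of 0.01, adjusted p = 0.0864 with an estimated correlation). Markers of fibroblasts and stellate cells had a median log2 difference of -0.74. Of these 23 markers 9 were lower, and the list did not pass camera with an estimated correlation (adjusted p = 0.152). Of the 3 probe sets of AMCF-II the brightest did not pass, at a log2 difference of -0.23 (adjusted p = 0.171).

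**Figure D3:**
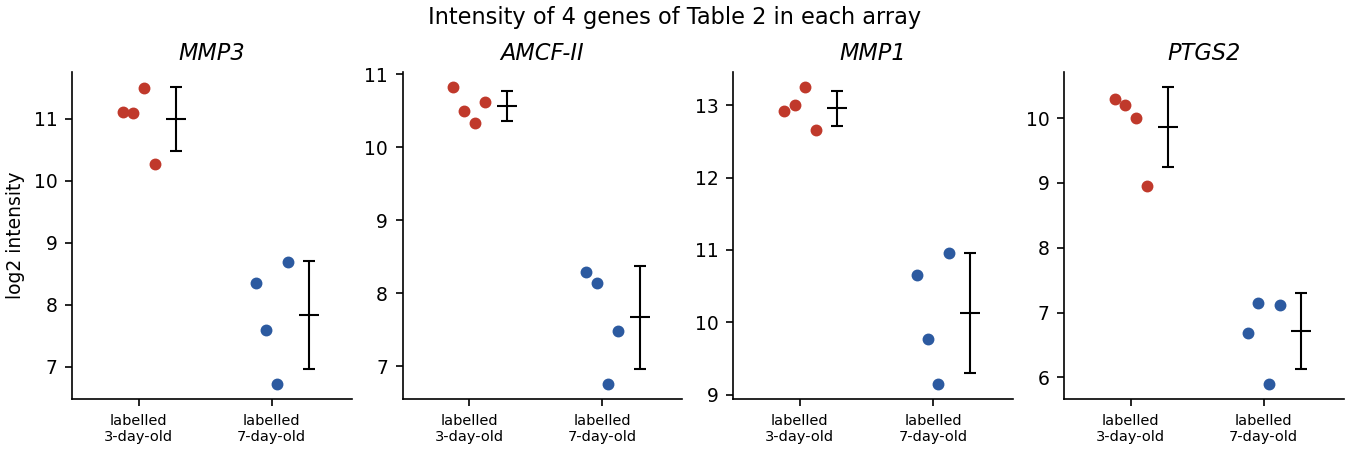
The log2 intensity (vertical axis) of MMP3, AMCF-II, MMP1 and PTGS2 in each array, by deposited age label, with the mean and SD of 4 arrays as a bar beside the points; each panel has its own scale. In each gene the 4 arrays labelled 3-day-old lie above the 4 labelled 7-day-old.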

Matrix Metallopeptidase (*MMP*) 3 (9.1-fold), Alveolar Macrophage Chemotactic Factor 2 (*AMCF-II*, 7.7-fold), *MMP1* (7.5-fold), and Prostaglandin-Endoperoxide H Synthase 2 (*PGHS-2*, 6.8-fold) were the most up-regulated genes in islets from 7-day-old compared to 3-day-old pigs (**Table 2**). We also examined genes that may be involved in insulin secretion and found that Calveolin 1 (*CAV1*, 2.9-fold), Annexin A1 (*ANXA1*, 2.7-fold), Transforming Growth Factor beta 1 (*TGFβ1*, 2.3-fold), and Apolipoprotein A1 (*APOA1*, 2.1-fold) were up-regulated in islets from 7-day-old compared to islets from 3-day-old pigs (**Table 2**). 

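CAV1, a structural protein of caveolae, ANXA1, a calcium-dependent phospholipid-binding protein, the cytokine TGFB1 and the lipoprotein component APOA1 were each more than 2-fold apart between the labels. CAV1 had an intensity of 1062 ± 212 (SD, n = 4) in arrays labelled 3-day-old and 372 ± 24.4 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -1.50 (adjusted p = 0.00469 from limma), while its other 2 probe sets did not pass, at -0.86 (adjusted p = 0.0952) and -0.53 (adjusted p = 0.467). APOA1, the brightest of the 4, had 3709 ± 464 and 1678 ± 332, a log2 difference of -1.16 (adjusted p = 0.00809). The log2 difference was -1.34 for ANXA1 (adjusted p = 0.0165) and -1.24 for TGFB1 (adjusted p = 0.00991). This list was chosen by the study on these samples, so its common direction, higher in arrays labelled 3-day-old and opposite to the study's, is not independent evidence. Part of the genes of insulin processing and secretion, listed before the data were examined, went the other way. Of 17 measured, 9 were higher in arrays labelled 7-day-old and 1 was lower (10 and 1 when adjusted over the list alone, and 5 to 9 higher when 1 array was left out, the fewest without 3-day-old replicate 1 or 3 or 7-day-old replicate 1 or 2), with a camera adjusted p of 1.51e-06 with the preset correlation and an adjusted p = 0.152 with an estimated correlation. The prohormone convertase PCSK2 had a log2 difference of 1.11 (adjusted p = 0.00775), the granin SCG3 1.05 (adjusted p = 0.00622), the adrenergic receptor ADRA2A 1.32 (adjusted p = 0.0341) and TTR, a thyroid hormone carrier, 1.05 (adjusted p = 0.0458). Of these, PCSK2 (there PC2), ADRA2A and TTR are in Supplementary Table 2 as lower at 7 days. The list is thus not independent of the study. ADRA2A did not pass when any of 6 arrays was left out and TTR when any of 7 was (adjusted p up to 0.0833 and 0.107). By the methods' test neither ADRA2A (0.0611) nor TTR (0.0755) passed, and TTR did not without the filter (0.057). The exception was the glucose transporter SLC2A1, singled out after its values were seen, at -0.59 (adjusted p = 0.0307). SLC2A1 did not pass when any of 6 arrays was left out (adjusted p up to 0.0823). Markers of other cell types had negative medians: fibroblast and stellate -0.74, endothelial -0.74, pericyte and smooth muscle -0.36, duct and progenitor -0.28. These lists did not pass camera with an estimated correlation either. The higher values of 9 of the 17 genes of insulin processing and secretion were not tested apart from the mix of cell types.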

The genes that were found to be down-regulated in islets from 7-day-old compared to islets from 3-day-old pigs comprise Adenylate Kinase 7 (*AK7*, 2.9-fold), Group-specific component (*GC*, 2.6-fold), citrullinated inhibitor of DNA binding 1 (*CITED1* 2.6-fold), never in mitosis gene A (NIMA)-related expressed kinase 4 (*NEK4*, 2.5-fold), Contactin 4 (*CNTN4*, 2.5-fold), and Neurogenic Differentiation 1 (*NEUROD1*, 2.4-fold) (**Table 3**).

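All 6 genes were higher in arrays labelled 7-day-old, again the reverse of the study's direction. NEUROD1, a transcription factor of endocrine cells, had an intensity of 277 ± 34.6 (SD, n = 4) in arrays labelled 3-day-old and 726 ± 93.7 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of 1.39 (standard error 0.131, adjusted p = 0.00407 from limma). CITED1, a transcriptional coregulator, was brighter, at 1469 ± 241 and 3633 ± 310, a log2 difference of 1.32 (adjusted p = 0.00474). GC, the vitamin D binding protein, had 1018 ± 252 and 2666 ± 336, a log2 difference of 1.41 (adjusted p = 0.00699). The kinase NEK4 had a log2 difference of 1.32 (adjusted p = 0.00385) and the adhesion molecule CNTN4 one of 1.29 (adjusted p = 0.00591). AK7, an adenylate kinase, was dim, at 51.0 ± 19.8 and 131 ± 22.5, with a log2 difference of 1.47 (adjusted p = 0.043). In arrays labelled 3-day-old, replicate 1 had an AK7 intensity of 21.3 and the other 3 had 59.6 to 61.7. AK7 no longer passed without the filter (adjusted p = 0.0538), by the methods' test (0.0745), nor without 3-day-old replicate 2 (0.0691), 3 (0.0741) or 4 (0.0577) or 7-day-old replicate 1 (0.102), 2 (0.0744), 3 (0.0793) or 4 (0.097). The other probe set of NEUROD1 did not pass. The study chose these 6 genes on these samples. Of 7 beta cell transcription factors measured, NEUROD1 was higher and the others did not pass (3 higher when adjusted over the list alone), among them NKX6-1 at a log2 difference of 0.85 (adjusted p = 0.0519) and PDX1 at 0.53 (adjusted p = 0.133). NKX6-1 passed with the intensity trend (0.0422), with array quality weights (0.0489) and with the offset of 16, chosen after the data had been seen (0.0443). FOXA2 passed with the stricter filter (0.0215), by the methods' test (0.0491), with the intensity trend (0.01), after quantile normalization (0.0447) and with array quality weights (0.038). Without 3-day-old replicate 4, FOXA2 was higher (0.0333) and TCF7L2 lower (0.0276). The camera adjusted p of that list was 0.0646, 0.166 with an estimated correlation, 0.0341 without 7-day-old replicate 1 and 0.048 without 7-day-old replicate 2.

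**Figure D4:**
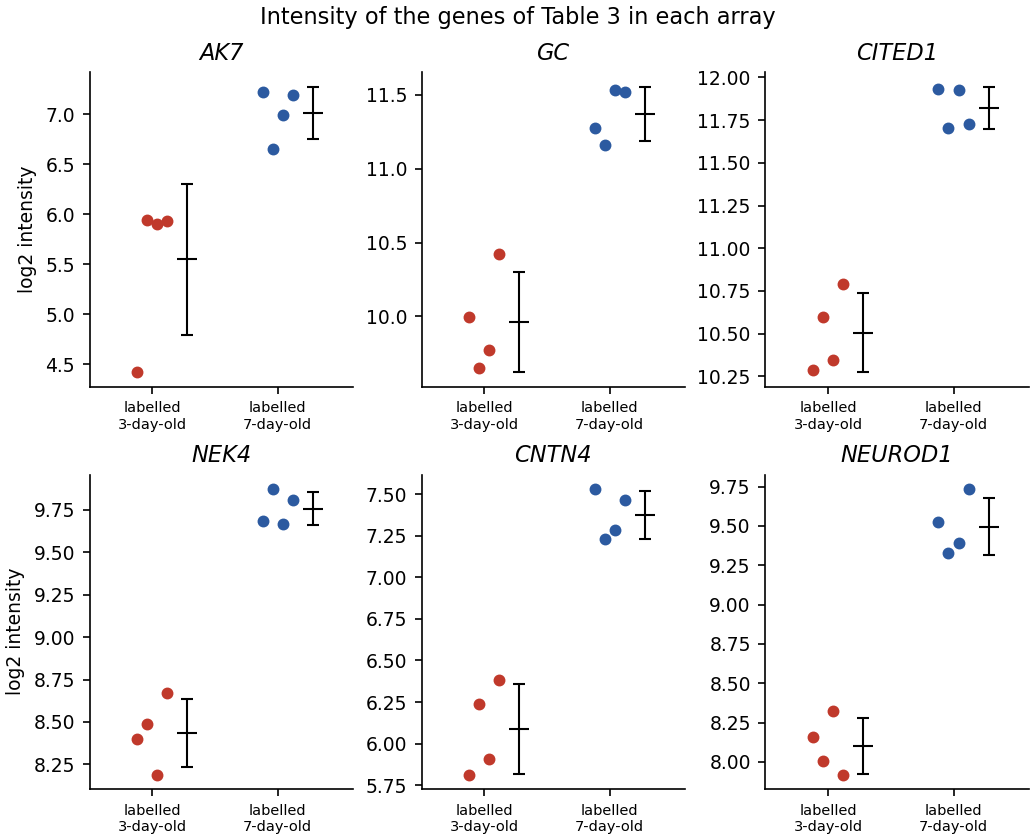
The log2 intensity (vertical axis) of AK7, GC, CITED1, NEK4, CNTN4 and NEUROD1 in each array, by deposited age label, with the mean and SD of 4 arrays as a bar beside the points; each panel has its own scale. In each gene the 4 arrays labelled 7-day-old lie above the 4 labelled 3-day-old.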

**Figure 5:**
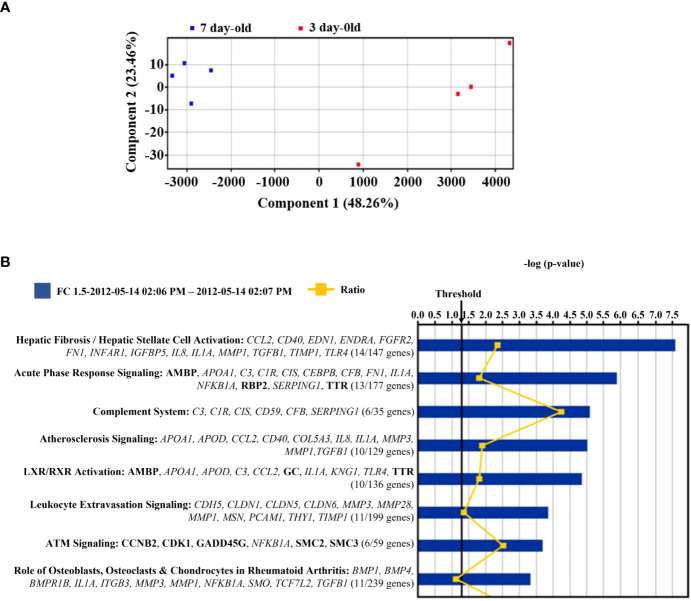
Microarray analysis of islets from 3- and 7-day-old pigs. **(A)** Principal component analysis of eight samples of islets isolated from 3- and 7-day-old pigs. The red and blue squares denote islets from 3-day-old and 7-day-old pigs, respectively. The x-axis and y-axis are a visual representations of unidentified vectors that separate the samples. This figure displays the difference between islets from 3- and 7-day-old pigs. **(B)** Canonical pathways represented in the differentially expressed genes between islets from 3- and 7-day-old pigs. The p-value is calculated by Fisher’s Exact Test and is displayed in blue as a –log with more significant pathways being higher on the scale. The threshold represents a p-value of 0.05. The orange line displays the ratio of genes that are significantly expressed between the groups and the total number of genes in each pathway. This ratio is also written under each pathway. The genes from the significance analysis are displayed directly under each pathway. The non-bold genes denote up-regulation, and the bold genes denote down-regulation.

**Table 2:** Most up-regulated (+) genes in islets from 7-day-old pigs compared to islets from 3-day-old pigs.

Gene Symbol	Gene Function	Fold Change	p-Value	Corrected p-Value
***MMP3***	Tissue remodeling and embryonic development, pleiotropic roles by modulating inflammatory mediators such as cytokines and chemokines, regulating leukocytes influx (28–30)	+ 9.1	0.0036	0.028
***AMCF-II***	Chemotactic activity for pig neutrophils (31, 32)	+ 7.7	8.6E-5	0.0060
***MMP1***	Tissue remodeling and embryonic development (28–30)	+ 7.5	8.6E-4	0.013
***PGHS-2***	Increases the capacity of human alveolar macrophage and blood monocyte to generate prostaglandins after exposure to lipopolysaccharide (32)	+ 6.8	3.2E-4	0.0088
***CAV1***	Normally present in beta cells, where it participates in the regulation of insulin secretion CAV1 was also shown to regulate insulin receptor internalization and ERK activation in human and mouse beta cells, implicating CAV1 as a relevant player in beta cell physiology (33–35).	+ 2.9	1.3E-4	0.000582
***ANXA1***	Enhances glucose-stimulated insulin secretion (36).	+ 2.7	1.2E-3	0.001703
***TGFβ1***	Plays diverse roles in the development, proliferation, apoptosis, dedifferentiation, and function of islet beta cells in humans and rodents (37–39).	+ 2.3	1.3E-4	0.000856
***APOA1***	Improves insulin secretion, increases nuclear localization of PDX1 and the levels of proinsulin, increases insulin granules (40).	+ 2.1	2.7E-4	0.000691

**Table 3:** Most down-regulated (-) genes in islets from 7-day-old pigs compared to islets from 3-day-old pigs.

Gene Symbol	Gene Function	Fold Change	p-Value	Corrected p-Value
***AK7***	Regulates the homeostasis of adenine nucleotide composition within cellular compartments to maintain cellular energy homeostasis and control the ATP/ADP ratio in the microenvironment of K-ATP channels and in the regulation of the actual rate of insulin secretion (41, 42)	- 2.9	08.6E-5	0.0060
***GC***	Transportation of Vitamin D metabolites binding of fatty acids, and modulation of immune responses (43–46)	- 2.6	2.9E-4	0.0084
***CITED1***	This gene encodes a member of the CREB-binding protein/p300-interacting transactivator with Asp/Glu-rich C-terminal domain (CITED) family of proteins. CITED1 plays an important role in regulating trophoblast lineage specification by activating the BMP signaling pathway (47)	- 2.6	5.5E-6	0.0029
***NEK4***	Mediates cell migration and metastasis by promoting the epithelial-mesenchymal transition process in cancer cells and regulates E-cadherin (48)	- 2.5	1.6E-6	0.0028
***CNTN4***	Detailed function is not described	- 2.5	2.1E-5	0.0042
***NEUROD1***	Regulates islet beta cell function and mediates glucose- regulated insulin gene transcription during prenatal development and in the adult (49)	- 2.4	3.6E-5	0.0045

A Gene Ontology (GO) analysis was performed on up-regulated probe sets in islets from 7-day-old pigs that passed the 2-fold cut-off. The GO analysis identified chemokine/cytokine activity and receptor binding (including *CCL2*, *CXCL2*, *IL8*, *AMCF-II*, and *CXCL14*) as significant molecular functions (adjusted p-value <0.01). 

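Of the 5 chemokines named, 4 were higher in arrays labelled 3-day-old by the probe sets of Supplementary Table 1 and CCL2, a monocyte attractant, did not pass. CXCL2 had an intensity of 3365 ± 697 (SD, n = 4) in arrays labelled 3-day-old and 1229 ± 208 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -1.45 (adjusted p = 0.0061 from limma). CXCL14 had 4832 ± 1453 and 1650 ± 501, a log2 difference of -1.54 (adjusted p = 0.0168). CXCL8, the neutrophil attractant interleukin 8, had 4213 ± 603 and 1957 ± 655, a log2 difference of -1.16 (adjusted p = 0.0306). CCL2 had 1209 ± 542 and 453 ± 230, a log2 difference of -1.44 (adjusted p = 0.0598). These directions are the reverse of the study's. Over a wider list of 37 chemokines and cytokines measured, 10 were lower in arrays labelled 7-day-old, 1 was higher (CCL27) and 26 did not pass (13 lower and 1 higher when adjusted over the list alone, and 4 to 8 lower when 1 array was left out, the fewest without 3-day-old replicate 2 or 3). The median log2 difference was -0.55, and camera gave an adjusted p = 0.000707 with the preset correlation and an adjusted p = 0.0509 with an estimated correlation. Macrophage and dendritic cell markers had a median of -0.89. Of these 24 markers 4 were lower, and the list did not pass camera with an estimated correlation (adjusted p = 0.298). CXCL8 did not pass by the methods' test (adjusted p = 0.0542), nor without 3-day-old replicate 1 (0.0703), 3-day-old replicate 2 (0.0777), 3-day-old replicate 3 (0.0754) or 7-day-old replicate 4 (0.0732). CCL2 passed with the stricter filter (0.0164), with the intensity trend (0.0346), with array quality weights (0.0386), on log2 values after adding 16, an offset chosen after the data had been seen (0.0433), and without 7-day-old replicate 4 (0.0355).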

Corresponding to these molecular functions the GO analysis computed inflammatory response as a significant biological process (*CCL2*, *IL8*, *IL1A*, *AMCF-II*, *BMPR1B*, *TLR4*, and *TGFB1*). 

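Part of the genes of innate sensing and inflammation, 15 of 27 in the list below, were higher in arrays labelled 3-day-old, against the direction in the study. TLR4, the lipopolysaccharide receptor, had an intensity of 456 ± 40.8 (SD, n = 4) in arrays labelled 3-day-old and 232 ± 2.82 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -0.97 (adjusted p = 0.00385 from limma). Of the 4 other probe sets of TLR4, 1 passed in the same direction and the rest did not pass. The cytokine IL1A had 225 ± 62.8 and 104 ± 10.6, a log2 difference of -1.08 (adjusted p = 0.0199). BMPR1B, a receptor of bone morphogenetic proteins, was dim in arrays labelled 7-day-old, at 95.9 ± 28.1 and 19.0 ± 14.8, a log2 difference of -2.72 (adjusted p = 0.0421). The 2 other probe sets of BMPR1B did not pass. Of 27 innate immune receptors and inflammatory enzymes measured, 15 were lower in arrays labelled 7-day-old (18 when adjusted over the list alone, and 9 to 13 when 1 array was left out, the fewest without 3-day-old replicate 2 or 7-day-old replicate 2). Among them were PTGS1 at a log2 difference of -1.71, ICAM1, an adhesion molecule for leukocytes, at -1.16 and a defensin probe set listed as DEFB1 at -2.15. The list's median was -0.78, with a camera adjusted p = 1.8e-08 with the preset correlation and an adjusted p = 0.0509 with an estimated correlation. Leukocyte common genes had a median of -0.50, and 1 of 10, LCP1, was lower (3 lower when adjusted over the list alone). Its camera adjusted p was 0.074, 0.275 with an estimated correlation and 0.0389 without 3-day-old replicate 2. LCP1 did not pass when any of 6 arrays was left out (adjusted p up to 0.079). IL1A did not pass without 3-day-old replicate 2 (adjusted p = 0.0567), 3-day-old replicate 3 (0.0503), 7-day-old replicate 1 (0.0561) or 7-day-old replicate 2 (0.0582). BMPR1B reached the array's 20th percentile in 6 arrays and did not pass without the filter (adjusted p = 0.0524), by the methods' test (0.0754), after quantile normalization (0.0537), or without 3-day-old replicate 1 (0.0904), 2 (0.0958), 3 (0.0999) or 4 (0.0561) or 7-day-old replicate 2 (0.104) or 3 (0.0583).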

The pathway analysis using Ingenuity software on all genes differentially expressed and changing >1.5-fold identified the canonical pathways as shown in **Figure 5B**. The most significant pathways are hepatic fibrosis, acute phase response signalling, and the complement system. 

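Genes of hepatic fibrosis, acute phase response and complement in Fig. 5B were for the most part higher in arrays labelled 3-day-old, and none went the way the figure shows. All 14 genes of hepatic fibrosis were measured, and 11 of them were higher in arrays labelled 3-day-old and 3 did not pass. Of 13 acute phase genes 8 were higher, 2 were lower and 3 did not pass, and of 6 complement genes 4 were higher and 2 did not pass. The study chose these genes on these samples. C3, the central complement component, had an intensity of 17379 ± 522 (SD, n = 4) in arrays labelled 3-day-old and 9151 ± 965 (SD, n = 4) in arrays labelled 7-day-old, a log2 difference of -0.93 (adjusted p = 0.00538 from limma). C1R had a log2 difference of -1.40 (adjusted p = 0.0113), CFB -1.07 (adjusted p = 0.0113) and TIMP1, an inhibitor of metallopeptidases, -0.80 (adjusted p = 0.0149). RBP2, a retinol-binding protein, went the other way, at 5.94 ± 2.94 and 43.3 ± 6.38 (adjusted p = 0.00594), and reached the array's 20th percentile in the 4 arrays labelled 7-day-old alone, so the size of its difference is uncertain. In wider lists, 6 of 26 complement genes were lower in arrays labelled 7-day-old (10 when adjusted over the list alone, and 4 to 8 when 1 array was left out, the fewest without 3-day-old replicate 2 or 7-day-old replicate 1 or 2). CFD, at -0.96, was among the 6 and did not pass without 3-day-old replicate 3 (0.0572) or 7-day-old replicate 2 (0.0507). The camera adjusted p was 0.000869 with the preset correlation, and adjusted p = 0.0509 with an estimated correlation. Of 44 acute phase proteins, 9 were lower and 3 higher (11 and 4 when adjusted over the list alone, and 5 to 10 lower and 1 to 2 higher when 1 array was left out, the fewest lower without 3-day-old replicate 2; camera adjusted p = 0.0286, and adjusted p = 0.0939 with an estimated correlation). Fibroblast and stellate cell markers were lower in 9 of 23 cases (17 when adjusted over the list alone, and 7 to 13 when 1 array was left out), with COL5A1 at -1.22. Camera gave an adjusted p = 2.41e-07 with the preset correlation and an adjusted p = 0.152 with an estimated correlation. Basement membrane and collagen genes were lower in 5 of 12 cases (7 when adjusted over the list alone), with COL4A2 at -1.09 and NID2 at -1.58 (camera adjusted p = 0.00062, and adjusted p = 0.108 with an estimated correlation).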

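Over the 8 pathways of Fig. 5B, 45 of the 50 genes printed could be measured, and 34 of these differed between the labels at an adjusted p under 0.05 from limma. In arrays labelled 3-day-old 29 were higher and 5 lower, and all 34 ran opposite to the direction that the figure gives for the older pigs. The study picked these genes on these samples, so the tally is not independent evidence. Of the ATM signalling genes, which act in the response to DNA damage, 3 of 6 were measured. The cyclin CCNB2 had a log2 difference of 0.67 (adjusted p = 0.0216) and GADD45G, a stress-induced regulator of growth arrest, 0.74 (adjusted p = 0.0092), both higher in arrays labelled 7-day-old, while NFKBIA, the inhibitor of NF-kappa B, had -0.68 (adjusted p = 0.0199). CCNB2 did not pass without 3-day-old replicate 1 (0.0507), 2 (0.0593) or 3 (0.0621) or 7-day-old replicate 1 (0.0599) or 2 (0.0629), and NFKBIA did not without 3-day-old replicate 2 (0.0561) or 7-day-old replicate 2 (0.0511). By the annotation used, CDK1, SMC2 and SMC3 had no probe set. In a wider list of 25 genes of ATM signalling and DNA damage, 5 were higher and 1 lower in arrays labelled 7-day-old (the same counts when adjusted over the list alone, and 1 to 4 higher when 1 array was left out, the fewest without 7-day-old replicate 1), among them TLK1 at 0.68, which did not pass when any of 7 arrays was left out (adjusted p up to 0.11), nor without the filter (0.0621), by the methods' test (0.0728) or with array quality weights (0.0574). The list's camera adjusted p was 0.0483 with the preset correlation, and adjusted p = 0.254 with an estimated correlation. Genes of the cell cycle and mitosis were higher in 19 of 41 cases (20 when adjusted over the list alone, and 4 to 13 when 1 array was left out, the fewest without 7-day-old replicate 2). NUF2 of the kinetochore had a log2 difference of 0.96. Camera gave an adjusted p = 7.62e-08 with the preset correlation and an adjusted p = 0.0509 with an estimated correlation. The ATM list did not pass after quantile normalization (0.0518), with the mean of all probe sets per gene (0.0814), with the replicate number as a block (0.0646), or without 3-day-old replicate 2 (0.0512), 3-day-old replicate 3 (0.101), 7-day-old replicate 2 (0.0655) or 7-day-old replicate 4 (0.0615).

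**Figure D5:**
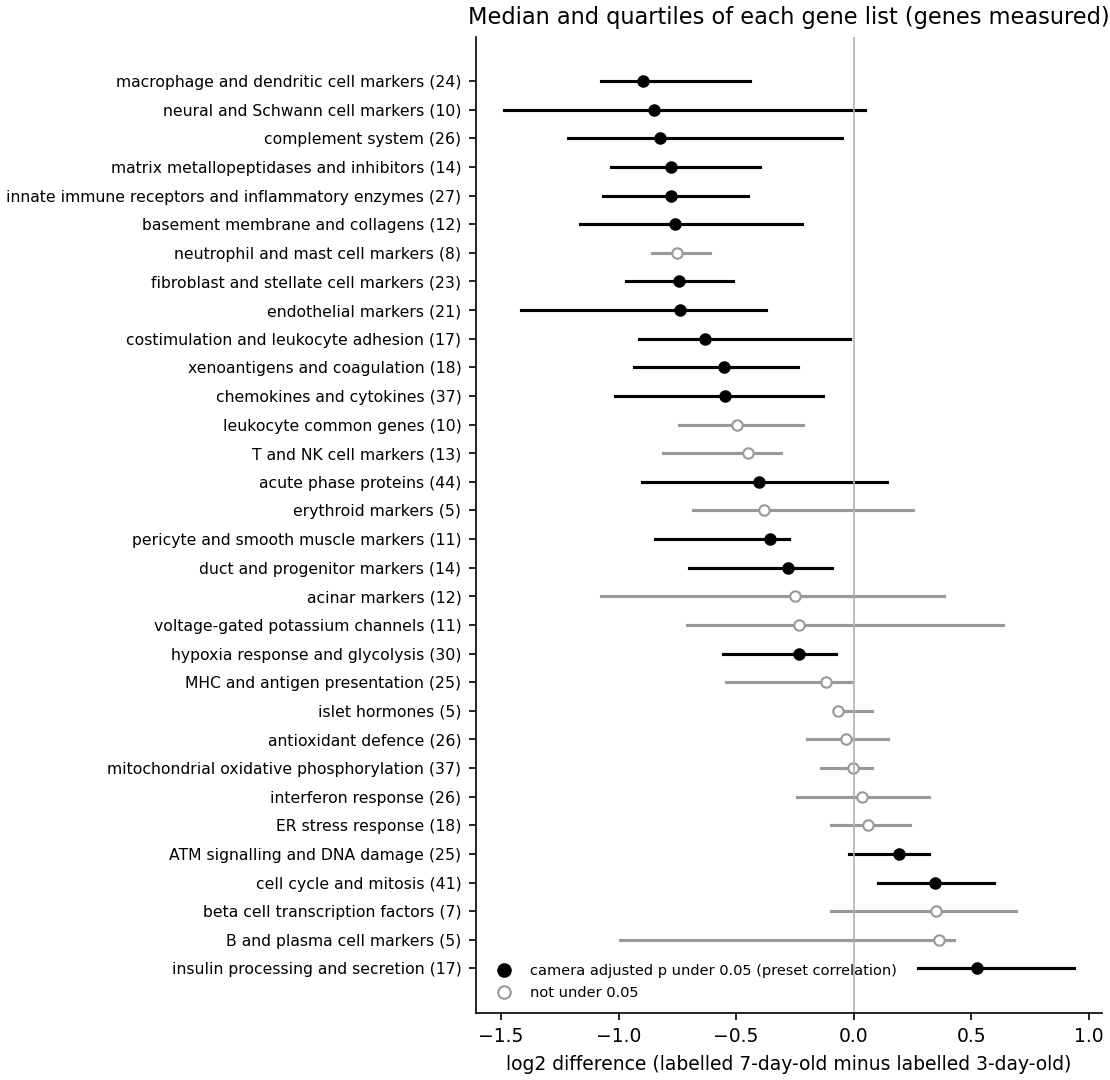
The median log2 difference (horizontal axis, arrays labelled 7-day-old minus arrays labelled 3-day-old) of the measured genes of each of 32 lists, with a line from the first to the third quartile and the number of genes in parentheses. Filled points are the 18 lists with a camera adjusted p under 0.05 at the preset correlation; no list passed with an estimated correlation, where the lowest adjusted p was 0.0509.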

In almost all the pathways, the significant genes were up-regulated (on islets from 7-day-old pigs) except for Ataxia-telangiectasia-mutated (ATM) signalling, which has more down-regulated genes. 

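Gene groups of immune function were tested list by list, and none of those below passed camera with an estimated correlation. Of 24 macrophage and dendritic cell markers, 4 were lower in arrays labelled 7-day-old (8 lower and 1 higher when adjusted over the list alone, and 2 to 4 lower when 1 array was left out, with 2 without 3-day-old replicate 1 or 2 or 7-day-old replicate 1, 2 or 3). TYROBP, a signalling adaptor of myeloid cells, had a log2 difference of -2.25 (adjusted p = 0.0328 from limma) and reached the array's 20th percentile in 5 arrays, and LAPTM5 had -1.26 (adjusted p = 0.0455). TYROBP did not pass when any of 6 arrays was left out and LAPTM5 when any of 7 was, with adjusted p up to 0.106. By the methods' test neither TYROBP (0.0612) nor LAPTM5 (0.0767) passed, and LAPTM5 did not without the filter (0.0566). The camera adjusted p of this list was 0.000869 with the preset correlation, and adjusted p = 0.298 with an estimated correlation. Costimulation and leukocyte adhesion genes were lower in 7 of 17 cases (9 lower and 1 higher when adjusted over the list alone, and 3 to 5 lower when 1 array was left out, the fewest without 3-day-old replicate 2), with CD40 at -1.00 and the endothelial adhesion molecule PECAM1 at -1.70. Camera gave an adjusted p = 0.00139 with the preset correlation and an adjusted p = 0.0939 with an estimated correlation. Of 25 genes of MHC and antigen presentation, 2 were lower, SLA-DQB1 at -2.20 and PSMB10 at -0.53, and 23 did not pass (2 lower when adjusted over the list alone; camera adjusted p = 0.128, and adjusted p = 0.405 with an estimated correlation). SLA-DQB1 reached the 20th percentile in 5 arrays and did not pass when any of 6 arrays was left out (adjusted p up to 0.0701), nor by the methods' test (0.0518). None of 26 interferon response genes passed limma's test, over all genes or over the list alone, where 1 was higher and 3 lower at an unadjusted p under 0.05 and 1 was higher by the methods' test, and their median log2 difference was 0.04 (camera adjusted p = 0.467, and adjusted p = 0.68 with an estimated correlation). None of the 26 is in the supplementary tables. The probe set of IFI16, listed in Supplementary Table 1, passed at a log2 difference of -1.605 and was not counted among them. The lower values in arrays labelled 7-day-old are opposite to the study's direction for its inflammation genes. From higher proportions of T cells, B cells and macrophages or leukocytes in islets of the older pigs, together with higher expression of MMP3, AMCF-II, MMP1 and PTGS2, which encode proteins of inflammation, the paper proposes that these islets may be predisposed to be more susceptible to innate immunity soon after transplantation.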

Most of the selected genes are inflammation associated.

Islets from 7-day-old contained significantly more CD4^+^ and CD8^+^ T cells, B cells, macrophages, and leukocytes compared to islets from 3-day-old pigs. Adult pig PBMCs, as a control, had significantly more immune cells except macrophages (SWC9) compared to islets from 3- and 7-day-old pigs (**Table 4** and **Supplementary Figure 1**).

**Table 4:** Proportions of immune cells in islets from 3- and 7-day-old pigs.

Group	n	CD4	CD8	sIg	SWC9	CD45
**3-day-old**	6	0.81 ± 0.08	0.29 ± 0.06	0.28 ± 0.06	2.42 ± 0.25	0.72 ± 0.04
**7-day-old**	4	2.10 ± 0.23*	1.09 ± 0.11*	0.80 ± 0.11^†^	4.20 ± 0.58^‡^	1.08 ± 0.10^†^
**Adult pig PBMCs**	3	21.49 ± 5.24* ^‖^	32.07 ± 3.51* ^§^	14.24 ± 1.72* ^§^	2.56 ± 1.11	96.18 ± 0.09* ^§^

Pig islets were dissociated into single cells following our standard protocol as described. Following dissociation, 0.5×10^6^ cells were incubated with antibodies to specific immune cell markers. The percentage of immune cells expressing the markers was analyzed by flow cytometry. Adult pig PBMCs were used as a positive control.

*p ≤0.0005 between islets from 3- vs. 7-day-old pigs or adult pig PBMCs.

^†^p ≤0.005 between islets from 3- vs. 7-day-old pigs.

^‡^p ≤0.05 between islets from 3- vs. 7-day-old pigs.

^§^p ≤ 0.0005 islets from 7-day-old vs. adult pig PBMCs.

^‖^p ≤0.01 islets from 7-day-old vs. adult pig PBMCs.

### Islets from 7-day-old pigs are more efficient in retrieving their function post-hypoxia/reoxygenation stress

We compared the *in vitro* response of islets from 3- and 7-day-old pigs after exposure to hypoxia (1% oxygen) and reoxygenation (normal incubation condition)-induced stress. After exposure to hypoxia, a significant decrease in insulin response of islets from 3-day-old pigs compared to untreated islets was observed when challenged with low (2.8 mmol/l) and high (20 mmol/l) glucose concentrations (**Figure 6A**). The changes in insulin response of hypoxia-treated islets from 7-day-old pigs when challenged with low glucose were not significant when compared to untreated islets. However, the insulin response of these islets was significantly lower compared to untreated islets when challenged with high glucose (**Figure 6B**). The changes in SI response of islets from 3- and 7-day-old pigs after exposure to hypoxia compared to untreated islets were also significant, but not after reoxygenation of islets from 7-day-old pigs when compared to untreated islets (**Figure 6C**).

**Figure 6:**
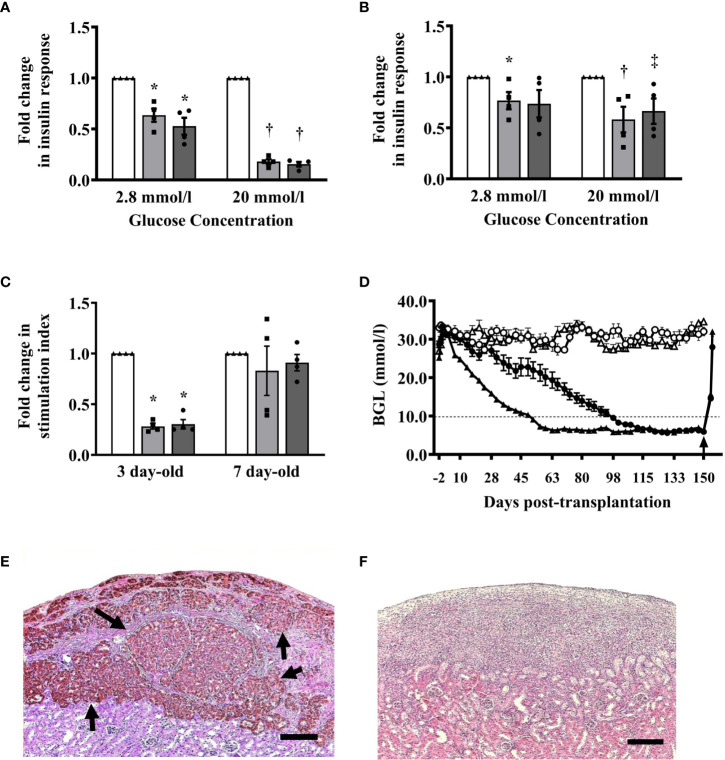
**(A–C)** Insulin responses of islets after exposure to stress induced by hypoxia and reoxygenation. **(A)** Insulin response of islets from 3-day-old pigs (n=4) when challenged with 2.8 mmol/l (0.63 ± 0.64, ^*^p ≤0.001; 0.53 ± 0.08, ^*^p ≤0.001) and 20 mmol/l glucose concentrations (0.18 ± 0.02, ^†^p <0.0001; 0.15 ± 0.02, ^†^p <0.0001) after exposure to hypoxia and reoxygenation, respectively compared to untreated islets. **(B)** Insulin response of islets from 7-day-old pigs (n=4) when challenged with 2.8 mmol/l (0.77 ± 0.08, ^*^p <0.05; 0.74 ± 0.14) and 20 mmol/l glucose (0.58 ± 0.13, ^†^p <0.05; 0.67 ± 0.12, ^‡^p <0.05) after exposure to hypoxia and reoxygenation, respectively compared to untreated islets. **(C)** Stimulation index response of islets from 3- and 7- day-old pigs after exposure to hypoxia (0.28 ± 0.03, ^*^p <0.0001; 0.83 ± 0.24) and reoxygenation (0.30 ± 0.046, ^*^p <0.0001; 0.91 ± 0.08), respectively. Responses were expressed as fold-change in insulin secretion after exposure to hypoxia (gray bars, square symbols) and reoxygenation (dark gray bars, circle symbols) when compared to islets that were not exposed to the same stressors (white bars, triangle symbols). **(D–F)** Blood glucose levels and morphology of islet xenografts from B6 mice transplanted with 2000 I.E. from 3- or 7-day-old pigs. **(D)** All B6 mice (n=10 in each group) transplanted with islets from 3-day-old (black circle) or 7-day-old (black triangle) pigs treated with a combination of anti-LFA-1 and anti-CD154 mAbs achieved and maintained normoglycemia for >150 days post-transplantation while untreated B6 mice (n=5 in each group) transplanted with islets from 3-day-old (white circle) or 7-day-old (white triangle) neonatal pigs remained diabetic throughout the study period. The arrow shows the time when survival nephrectomy was performed on recipients. **(E)** Representative islet graft from B6 mice transplanted with islets from 7-day-old pigs treated with combined anti-LFA-1 and anti-CD154 mAbs at >150 days post-transplantation. Brown-stained structures (arrow) represent intact islets with insulin-positive beta cells. **(F)** Representative islet graft from untreated B6 mice transplanted with islets from 7-day-old pigs at >150 days post-transplantation. There were no intact islets present at the graft site. Scale bar represents 100 μm.

### A combination of anti-LFA-1 and anti-CD154 mAbs prevents the rejection of islets from 7-day-old pigs

Previously, we demonstrated that a combination of anti-LFA-1 and anti-CD154 mAbs induced tolerance to 3-day-old pig islet xenografts in B6 mice (7, 9). We confirmed these results and found that B6 mouse recipients of 2000 I.E. from 3-day-old pigs treated with combined anti-LFA-1 and anti-CD154 mAbs achieved normoglycemia on average at 93 days post-transplantation. In addition, mice that received islets from 7-day-old pigs achieved normoglycemia at 52 days post-transplantation (**Figure 6D**). These mice maintained their normoglycemic state for >150 days post-transplantation. Examination of the islet xenografts revealed abundant intact islets that stained positive for insulin with few mononuclear cells surrounding the islets (**Figure 6E**). None of the untreated mouse recipients achieved normoglycemia post-transplantation (**Figure 6D**) and there were no islets detected at the graft site in these mice indicating complete rejection of the islet xenografts (**Figure 6F**).

## Discussion

Neonatal pigs can potentially provide an unlimited source of islets for transplantation into patients with type 1 diabetes and pig islet xenotransplantation may become the treatment of choice for type 1 diabetes in the near future. As such, the International Xenotransplantation Association has developed a consensus statement on conditions for undertaking clinical trials of pig islet xenotransplantation (17, 18). Based on this consensus, a key component for ensuring control of a validated islet manufacturing process is the use of pre-defined acceptance criteria for the pancreas (17, 19). One criterion should warrant that only suitable donor pancreas with maximal potential for yielding numbers of islets are used for islet manufacturing. In terms of neonatal pig donors, it remains unknown at what age of pigs would be ideal to provide a maximum yield of functional islets. Thus, this study evaluated the morphological and functional characteristics of islets from various ages of neonatal pigs to provide guidance in addressing this question. Although numerous studies have characterized and compared islets from various ages of pigs, these studies were mostly focused on *in vitro* characterization (2, 50, 51) and the *in vivo* function, as well as the susceptibility of islets from various ages of pigs to immune-mediated rejection, has not been studied.

Since our previous studies to date utilized islets from 1 to 3-day-old pigs, we were interested to find out whether our results could be improved in terms of islet yield and potency when older neonatal pigs are used as the source of islets. Our results suggest that 7-day-old pigs could provide a consistent amount of tissues as part of a well-controlled manufacturing process. Using our method of islet isolation, we found that the pancreas of 10-day-old pigs produces a significantly less number of islets compared to the pancreas of 3-, 5-, and 7-day-old pigs. This is reflected in the results we obtained for the total DNA content measured from these islets. However, islet beta cells from 7- and 10-day-old pigs responded better in terms of the amount of insulin they produced after stimulation with glucose compared to beta cells from 3- and 5-day-old pigs. These results confirmed previous findings which indicate that the beta cells in older pigs are more responsive to glucose challenges *in vitro* (50). Our *in vivo* results further supported these findings when the ability of various amounts of islets from 3- and 7-day-old pigs in reversing diabetes in mice was compared. Islets from 7-day-old pigs were more efficient than islets from 3-day-old pigs at reversing diabetes in both immune-deficient and immune-competent mice. These findings may be partly due to beta cells from 7-day-old pigs having reduced Kv channel activity, which could lead to an increase in electrical function or responsiveness to glucose stimulation.

Further, previous findings have shown that the membrane integrity of pig islets was age-dependent (42) and our novel finding may only be the beginning of the identification of integral membrane components that differ between various ages of pigs. For example, *CAV1* gene, which encodes for caveolin 1, the main protein component of the caveolae plasma membranes found in most cells including beta cells, was also found to be up-regulated in islets from 7-day-old pigs compared to islets from 3-day-old pigs. Calveolin 1 was reported to participate in the regulation of insulin secretion, and recently, it was also shown to regulate insulin receptor internalization and ERK activation in human and mouse beta cells, implicating calveolin 1 is an important player in beta cell physiology (33–35). *ANXA1* gene, which codes for annexin A1 protein, a membrane-localized protein that binds phospholipids and has anti-inflammatory activity has been shown to be a key modulator of mesenchymal stromal cell-mediated improvements in islet function (36). Treatment of mouse islets with annexin A1 resulted in an increase in high glucose-stimulated insulin secretion. It is interesting to note that the expression of *TGFB1* gene was also up-regulated in islets from 7-day-old compared to islets from 3-day-old pigs. TGFβ1 has been shown to play diverse roles in the development, proliferation, apoptosis, dedifferentiation, and function of islet beta cells in humans and rodents (37–39). For example, rat islets treated with TGFβ1 stimulates insulin secretion in low glucose condition but has no effect in high glucose condition (52). While in mouse islets, treatment with TGFβ1 resulted in decreased expression of genes involved in insulin synthesis, processing, and secretion (53). Finally, *APOA1* gene, which encodes for ApoA1 protein has also been shown to improve glucose-stimulated insulin secretion of mouse islets and a beta cell line (40). The authors reported that this effect appeared to be due to an increased reservoir of insulin granules at the cell membrane, as confirmed by confocal and transmission electron microscopy (40). Moreover, it was found that ApoA1 induced pancreatic and duodenal homeobox 1 (PDX1) shuttling from the cytoplasm to the nucleus, resulting in the subsequent increase in the proinsulin processing enzyme protein convertase 1 (PC1/3) (40). The role of TGFβ1 and ApoA1 in pig islet insulin synthesis, processing, and secretion during postnatal period remains to be elucidated.

Differential expression data also revealed that six genes were most down-regulated in islets from 7-day-old compared to islets from 3-day-old pigs. Of most interest is the AK7 gene that encodes the KAD7 protein. KAD7 belongs to AK ubiquitous phosphotransferases that play a role in controlling the ATP/ADP ratio in the microenvironment of K/ATP channels and in the regulation of the actual rate of insulin secretion. Glucose-induced decrease in AK-catalyzed phosphotransferase results in a localized increase in ATP and a decrease in ADP levels promoting K/ATP channel inhibition, Ca^2+^ influx, and insulin secretion (41, 42). The bioenergetics pathways that couple metabolism to insulin secretion during the postnatal period is another area in porcine islet biology that offers opportunities for future studies.

Our results also show higher proportions of CD4^+^ and CD8^+^ T cells, B cells, and macrophages/leukocytes (SWC9) in islets from 7-day-old pigs, which indicates that these islets may have a tendency to be more immunogenic than islets from 3-day-old pigs. This could be due to the difference in the maturation state of the immune system of neonatal pigs. For example, SWC9 is a cell surface antigen expressed only on mature pig macrophages. Furthermore, based on the microarray data islets from 7-day-old pigs showed significantly higher expression of *MMP-3*, *AMCF-II*, *MMP-1*, and *PGHS-2* genes which encode proteins involved in inflammation. However, the role of these genes and encoded proteins in the postnatal development of islets remains an open area of research. It is possible that the over-activation of these genes and the increased immune cell influx in islets from 7-day-old pigs is associated with pancreatic tissue development. For example, the *AMCF-II* gene encodes for AMCF-II protein, a molecule produced by pig alveolar macrophages, and has potent chemotactic activity for pig neutrophils (31, 32). This could be attributed to their significantly high expression of *MMP3* gene which encodes for MMP3 enzyme that degrades various molecules involved in connective tissue remodelling (28). MMP3 can also activate other MMPs, and modulate inflammatory mediators and leukocyte influx (29, 30). Collectively these results may predispose islets from 7-day-old pigs to be more susceptible to innate immunity in the immediate post-transplant period. A study by Smith et al. reported transcriptome data on islets from various ages of pigs and demonstrate that transcriptome analysis was consistent with physiological assessments of the islets (50). In our study, we were particularly interested in the immune component of transcriptome analysis and speculated that changes in the physiology of islets may predispose them to inflammatory response and/or immune-mediated destruction post-transplant. Future studies examining the intragraft events at various time points post-transplantation and/or concentration of porcine insulin or c-peptide in the blood of mice over time could determine whether the observed differences in the time to normoglycemia between mouse recipients of islets from 3- vs. 7-day-old pigs are mainly due to islet beta cell development or due to differences in the protection of islets from inflammatory injury.

Although it was previously demonstrated that NPI (1-3-day-old) exhibits natural resistance to hypoxia-induced apoptosis (4), we found that islets from 7-day-old pigs show an improved capacity to recover from stress-induced hypoxia during islet isolation procedure and at early time points post-transplantation compared to islets from 3-day-old pigs. Hypoxia-induced malfunction and apoptosis in beta cells during isolation and at early time points post-transplantation have been reported in human and rodent islet transplantation, mandating the need for large numbers of islets to be transplanted (54–58). After intra-portal islet infusion, this hypoxic stress is extended for up to two weeks until revascularization and consequently, reoxygenation occurs, which in turn triggers reoxygenation stress and/or injury (59–62). We showed that islets from 7-day-old pigs are more capable of recovering their function after exposure to hypoxia- and reoxygenation-induced stress than islets from 3-day-old pigs exposed to the same conditions.

Despite the potential vulnerability of islets from 7-day-old pigs to immune-mediated rejection post-transplantation, transient administration of combined anti-LFA-1 and anti-CD154 mAb therapy promoted their survival similar to what we found in islets from 3-day-old pigs (7, 9). This combined monoclonal antibody therapy has the advantage of selectively targeting cells and pathways of the immune system namely LFA-1/ICAM-1 and CD40/CD154 co-stimulatory pathways as opposed to general immunosuppression that is characteristics of conventional immunosuppressive drugs. In addition, these monoclonal antibodies have been shown to be effective at promoting the survival of porcine islets, particularly when given short-term as opposed to chronic administration of conventional immunosuppressive drugs.

In conclusion, we showed that islets from 7-day-old pigs could offer some advantages over 3-day-old pigs and the immunogenicity of these islets could be overcome by the treatment with a combination of biologic agents that block co-stimulatory pathways. These findings may have implications for attempts to refine the most appropriate age of neonatal pigs for islet isolation and transplantation and similar strategies could be employed in the identification of optimal pancreas donors to further progress the field of islet xenotransplantation.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220256.

## Ethics statement

The animal study was reviewed and approved by the University of Alberta Animal Care and Use Committee under protocol number AUP326.

## Author contributions

GR and HA designed the project. HA conducted the porcine islet isolation and transplantation, *in vitro* assays, flow cytometry and immunostaining assays, chemical induction of diabetes, monitoring the blood glucose levels of mice, induction of hypoxia, and reoxygenation stress, mAbs treatment, contributed to data analysis, and preparation of the manuscript. QR assisted in porcine islet isolation, chemical induction of diabetes, monitoring the blood glucose levels of mice, and data analysis. NG conducted an analysis of data and preparation of the manuscript. AS and PD designed and conducted studies on K^+^ and Ca^+^ channels on islet beta cells and data analysis as well as contributed to the preparation of the paper. DG and TM analyzed the microarray data, and statistical analysis, and contributed to the preparation of the paper. LG provided the adult pig islets and contributed to the preparation of the paper. RR contributed critical reagents and helped design the experiments. GR wrote the paper, designed the experiments, and supervised the research, assisted in data analysis, and preparation of the manuscript. All authors contributed to the article and approved the submitted version.

## Glossary

**Table:**

ABC	avidin-biotin complex
AK7	adenylate kinase 7
AMCF-II	alveolar macrophage chemotactic factor 2
APOA1	apolipoproteinA1
ANXA1	annexinA1
ATM	ataxia-telangiectasia-mutated
AUC	area under the curve
BGL	blood glucose levels
BMPR1B	bone morphogenetic protein receptor type 1B
CD	cluster of differentiation
CAV1	caveolin 1
CITED1	CREB-binding protein/p300-interacting transactivator with Asp/Glu-rich C-terminal domain 1
CK-7	cytokeratin-7
CNTN4	contactin 4
DAB	3, 3-diaminobenzidinetetrahydrochloride
ECM	extracellular matrix
EGTA	ethylene glycol-bis(&beta;-aminoethyl ether)-N,N,N&rsquo;,N&rsquo;-tetraacetic acid
GC	group-specific component
GO	gene ontology
HBSS	Hank&rsquo;s balanced salt solution
HEPES	4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid
HP	horseradish peroxidase
I.E.	islet equivalent
i.p.	intraperitoneal
IL	interleukin
IPA	ingenuity pathway analysis
LFA-1	lymphocyte function-associated antigen 1
MMP	matrix metallopeptidase
NEK4	NIMA-related expressed kinase 4
NEUROD1	neurogenic differentiation 1
NIMA	never in mitosis gene A
OGTT	oral glucose tolerance test
PBMCs	peripheral blood mononuclear cells
PGHS-2	prostaglandin-endoperoxide H synthase 2
SWC9	swine workshop cluster 9
TGFB1	transforming growth factor beta 1
TLR4	toll-like receptor 4
VDBP	vitamin-D binding protein
VDCCs	voltage dependent calcium channels

# Supplementary material for: Yield, cell composition, and function of islets isolated from different ages of neonatal pigs
**Source:** Front Endocrinol (Lausanne). 2022 Dec 21;13:1032906. doi: 10.3389/fendo.2022.1032906
**Supplement:** Supplementary file 1

**Supplementary Table 1:** Up-regulated genes in islets from 7-day-old pigs compared to islets from 3-day-old pigs

| Gene Symbol | Corrected p-value | p-value  | Fold change | Log Fold change | [3](normalized) | [7](normalized) | Entrez Gene | Probe Set ID        |
|-------------|-------------------|----------|-------------|-----------------|-----------------|-----------------|-------------|---------------------|
| MMP3        | 0.003978          | 0.003612 | 9.13        | 3.19            | -1.81           | 1.38            | 396769      | Ssc.15927.2.S1_at   |
| MMP3        | 0.003372          | 0.002907 | 8.22        | 3.04            | -1.65           | 1.39            | 396769      | Ssc.15927.1.S1_at   |
| AMCF-II     | 0.000582          | 0.000086 | 7.73        | 2.95            | -1.80           | 1.15            | 396900      | Ssc.719.1.S1_at     |
| MMP1        | 0.001319          | 0.000864 | 7.51        | 2.91            | -1.74           | 1.17            | 397320      | Ssc.16013.1.S1_at   |
| PGHS-2      | 0.000723          | 0.000324 | 6.85        | 2.78            | -1.20           | 1.57            | 397590      | Ssc.7314.1.A1_at    |
| AMCF-II     | 0.000582          | 0.000130 | 6.11        | 2.61            | -1.49           | 1.12            | 396900      | Ssc.719.1.S1_a_at   |
| UFBP        | 0.000582          | 0.000061 | 6.01        | 2.59            | -1.60           | 0.99            | 100170130   | Ssc.12341.1.S1_at   |
| F13A1       | 0.006939          | 0.006620 | 4.18        | 2.07            | -0.69           | 1.37            | 100153504   | Ssc.26345.1.S1_at   |
| MMP3        | 0.000861          | 0.000465 | 4.08        | 2.03            | -0.94           | 1.09            | 396769      | Ssc.15927.2.A1_at   |
| COL14A1     | 0.000534          | 0.000037 | 3.94        | 1.98            | -1.07           | 0.91            | 100158059   | Ssc.31124.1.S1_at   |
| BLNK        | 0.000582          | 0.000119 | 3.85        | 1.94            | -0.93           | 1.02            | 100152350   | Ssc.8594.1.A1_at    |
| NPY         | 0.000747          | 0.000353 | 3.69        | 1.88            | -1.00           | 0.88            | 397304      | Ssc.15981.1.S1_at   |
| DCN         | 0.002048          | 0.001506 | 3.43        | 1.78            | -1.10           | 0.68            | 396957      | Ssc.10245.2.A1_a_at |
| PGHS-2      | 0.000222          | 0.000005 | 3.38        | 1.76            | -0.83           | 0.93            | 397590      | Ssc.23994.1.A1_at   |
| NID2        | 0.000691          | 0.000271 | 3.35        | 1.74            | -0.94           | 0.80            | 100156994   | Ssc.1053.1.S1_at    |
| SOX18       | 0.000582          | 0.000047 | 3.31        | 1.73            | -0.89           | 0.84            | 100049667   | Ssc.15360.1.A1_a_at |
| CDH5        | 0.000691          | 0.000285 | 3.28        | 1.72            | -0.77           | 0.95            | 414737      | Ssc.75.1.S1_at      |
| STC1        | 0.000951          | 0.000557 | 3.19        | 1.67            | -0.78           | 0.89            | 100125345   | Ssc.2464.1.S1_at    |
| SLPI        | 0.002033          | 0.001472 | 3.16        | 1.66            | -0.93           | 0.73            | 396886      | Ssc.6080.1.S1_at    |
| FGL2        | 0.001160          | 0.000707 | 3.12        | 1.64            | -0.70           | 0.94            | 448808      | SscAffx.9.1.S1_at   |
| THBD        | 0.000951          | 0.000557 | 3.11        | 1.64            | -0.72           | 0.92            | 100157642   | Ssc.20711.1.S1_at   |
| APOD        | 0.004090          | 0.003761 | 3.11        | 1.64            | -0.49           | 1.15            | 100157318   | Ssc.5364.1.S1_at    |
| RGS5        | 0.001213          | 0.000753 | 3.07        | 1.62            | -0.71           | 0.91            | 397640      | Ssc.8330.1.S1_at    |
| AWN         | 0.000691          | 0.000302 | 3.07        | 1.62            | -0.80           | 0.82            | 396783      | Ssc.19852.1.S1_at   |
| STMN2       | 0.000691          | 0.000292 | 3.03        | 1.60            | -0.76           | 0.84            | 100156768   | Ssc.13915.1.S1_at   |
| AREG        | 0.008722          | 0.008722 | 3.01        | 1.59            | -0.37           | 1.22            | 397668      | Ssc.14467.2.S1_a_at |
| STMN2       | 0.002398          | 0.001847 | 2.98        | 1.58            | -0.84           | 0.74            | 100156768   | Ssc.3937.1.S1_at    |
| CXCL14      | 0.003815          | 0.003377 | 2.98        | 1.57            | -0.85           | 0.72            | 494467      | Ssc.4984.1.S1_at    |
| FGL2        | 0.002759          | 0.002223 | 2.89        | 1.53            | -0.48           | 1.05            | 448808      | Ssc.12579.1.A1_s_at |
| CAV1        | 0.000582          | 0.000134 | 2.86        | 1.51            | -0.65           | 0.86            | 404693      | Ssc.16989.1.A1_at   |
| ITGB3       | 0.000684          | 0.000228 | 2.85        | 1.51            | -0.84           | 0.66            | 397063      | Ssc.44.1.S1_at      |

|                          |          |          |      |      |       |      |                            |                     |
|--------------------------|----------|----------|------|------|-------|------|----------------------------|---------------------|
| PECAM1                   | 0.000222 | 0.000004 | 2.81 | 1.49 | -0.78 | 0.71 | 396941                     | Ssc.6050.1.A1_at    |
| CXCL2                    | 0.000619 | 0.000192 | 2.77 | 1.47 | -0.79 | 0.68 | 414904                     | Ssc.4871.1.S1_at    |
| COL12A1                  | 0.000944 | 0.000532 | 2.75 | 1.46 | -0.81 | 0.65 | 100156689                  | Ssc.1049.1.S1_at    |
| CXCL14                   | 0.003166 | 0.002657 | 2.75 | 1.46 | -0.73 | 0.72 | 494467                     | Ssc.20578.1.S1_at   |
| IGFBP7                   | 0.000747 | 0.000378 | 2.72 | 1.44 | -0.67 | 0.77 | 100302573                  | Ssc.17186.2.S2_at   |
| CCL2                     | 0.006522 | 0.006147 | 2.70 | 1.43 | -0.81 | 0.62 | 397422                     | Ssc.657.1.A1_at     |
| ANXA1                    | 0.001703 | 0.001209 | 2.69 | 1.43 | -0.67 | 0.76 | 396942                     | Ssc.14559.1.S1_at   |
| AXL                      | 0.001098 | 0.000656 | 2.69 | 1.43 | -0.72 | 0.71 | 100144875                  | Ssc.6566.1.A1_at    |
| PBD-2                    | 0.002219 | 0.001683 | 2.68 | 1.42 | -0.69 | 0.73 | 404699                     | Ssc.21145.1.S1_at   |
| RPS17                    | 0.001362 | 0.000908 | 2.67 | 1.42 | -0.77 | 0.65 | 414392                     | Ssc.942.1.S1_at     |
| TBX3                     | 0.000635 | 0.000204 | 2.66 | 1.41 | -0.69 | 0.72 | 100152741                  | Ssc.6578.1.S1_at    |
| KNG1                     | 0.000817 | 0.000432 | 2.65 | 1.41 | -0.73 | 0.68 | 396568                     | Ssc.24401.1.A1_s_at |
| CD93 ///<br>LOC100152403 | 0.000691 | 0.000269 | 2.65 | 1.41 | -0.64 | 0.76 | 100152403 ///<br>100155660 | Ssc.4681.1.S1_at    |
| PTGS1                    | 0.000691 | 0.000263 | 2.60 | 1.38 | -0.56 | 0.82 | 397541                     | Ssc.1986.1.S1_at    |
| ICA                      | 0.001476 | 0.001018 | 2.59 | 1.37 | -0.81 | 0.56 | 396845                     | Ssc.16562.1.S1_at   |
| AKAP12                   | 0.000587 | 0.000169 | 2.57 | 1.36 | -0.73 | 0.63 | 100152595                  | Ssc.7802.1.A1_at    |
| CLDN1                    | 0.000587 | 0.000147 | 2.54 | 1.35 | -0.55 | 0.79 | 396566                     | Ssc.9467.1.S1_at    |
| COL14A1                  | 0.002509 | 0.001990 | 2.48 | 1.31 | -0.75 | 0.56 | 100158059                  | Ssc.15374.1.S1_at   |
| IGFBP7                   | 0.000817 | 0.000429 | 2.47 | 1.31 | -0.62 | 0.68 | 100302573                  | Ssc.17186.2.S1_at   |
| LAMA4                    | 0.000534 | 0.000037 | 2.46 | 1.30 | -0.71 | 0.59 | 100154581                  | Ssc.24909.1.S1_at   |
| ST8SIA4                  | 0.000582 | 0.000106 | 2.44 | 1.28 | -0.68 | 0.60 | 641356                     | Ssc.5677.1.A1_at    |
| IFI16                    | 0.000691 | 0.000268 | 2.44 | 1.28 | -0.48 | 0.80 | 100156073                  | Ssc.10884.1.A1_at   |
| MMP-2                    | 0.002064 | 0.001542 | 2.43 | 1.28 | -0.63 | 0.65 | 397391                     | Ssc.5713.1.S1_at    |
| CAV2                     | 0.000747 | 0.000373 | 2.40 | 1.27 | -0.50 | 0.77 | 100125375                  | Ssc.31165.1.S1_at   |
| MATN2                    | 0.003761 | 0.003285 | 2.39 | 1.26 | -0.64 | 0.62 | 100155607                  | Ssc.7756.1.A1_at    |
| SPARCL1                  | 0.000582 | 0.000126 | 2.37 | 1.25 | -0.68 | 0.57 | 100037275                  | Ssc.6531.1.A1_at    |
| LAMA2                    | 0.000582 | 0.000090 | 2.37 | 1.25 | -0.57 | 0.68 | 100154420                  | Ssc.11623.1.A1_at   |
| STC1                     | 0.003339 | 0.002840 | 2.36 | 1.24 | -0.65 | 0.59 | 100125345                  | Ssc.15105.1.S1_at   |
| LIF                      | 0.000691 | 0.000296 | 2.34 | 1.22 | -0.66 | 0.56 | 399503                     | Ssc.21256.1.S2_at   |
| ANGPTL2                  | 0.001319 | 0.000844 | 2.33 | 1.22 | -0.64 | 0.58 | 100126164                  | Ssc.29929.1.S1_at   |
| IL8                      | 0.007690 | 0.007442 | 2.32 | 1.21 | -0.68 | 0.54 | 396880                     | Ssc.658.1.S1_at     |
| TGFB1                    | 0.001319 | 0.000856 | 2.32 | 1.21 | -0.55 | 0.66 | 397078                     | Ssc.76.3.S1_a_at    |
| CXCL2                    | 0.001703 | 0.001213 | 2.32 | 1.21 | -0.60 | 0.61 | 396594                     | Ssc.19692.1.S1_at   |
| CAV2                     | 0.000747 | 0.000355 | 2.32 | 1.21 | -0.47 | 0.75 | 100125375                  | Ssc.1291.1.A1_at    |

|         |          |          |      |      |       |      |           |                     |
|---------|----------|----------|------|------|-------|------|-----------|---------------------|
| ASS1    | 0.005979 | 0.005567 | 2.30 | 1.20 | -0.54 | 0.67 | 414411    | Ssc.17717.1.S1_at   |
| CPB1    | 0.001476 | 0.001010 | 2.30 | 1.20 | -0.52 | 0.68 | 397341    | Ssc.16048.1.S1_at   |
| CDH5    | 0.000587 | 0.000164 | 2.28 | 1.19 | -0.46 | 0.73 | 414737    | Ssc.75.2.S1_a_at    |
| LAMA2   | 0.000944 | 0.000521 | 2.22 | 1.15 | -0.63 | 0.53 | 100154420 | Ssc.11815.1.A1_s_at |
| MYLK    | 0.000582 | 0.000121 | 2.20 | 1.14 | -0.59 | 0.55 | 100152091 | Ssc.23247.1.S1_at   |
| ICAM-1  | 0.000582 | 0.000098 | 2.19 | 1.13 | -0.52 | 0.61 | 396750    | Ssc.8997.1.A1_at    |
| C1R     | 0.000619 | 0.000188 | 2.18 | 1.12 | -0.53 | 0.60 | 445464    | Ssc.983.1.S1_at     |
| GRK5    | 0.000587 | 0.000159 | 2.17 | 1.12 | -0.60 | 0.51 | 100152937 | Ssc.30072.1.A1_at   |
| IL1A    | 0.003867 | 0.003467 | 2.15 | 1.10 | -0.42 | 0.69 | 397094    | Ssc.113.1.S1_at     |
| ICAM-1  | 0.000582 | 0.000100 | 2.14 | 1.09 | -0.42 | 0.67 | 396750    | Ssc.11187.1.S1_at   |
| TMEFF2  | 0.002759 | 0.002252 | 2.12 | 1.09 | -0.50 | 0.59 | 654831    | Ssc.19235.1.A1_at   |
| TLR4    | 0.000582 | 0.000105 | 2.11 | 1.08 | -0.56 | 0.52 | 399541    | Ssc.12781.1.A2_at   |
| APOA1   | 0.000691 | 0.000266 | 2.09 | 1.06 | -0.58 | 0.48 | 397691    | Ssc.807.1.S1_at     |
| CAV1    | 0.002412 | 0.001885 | 2.08 | 1.06 | -0.40 | 0.66 | 404693    | Ssc.12842.1.S1_at   |
| HSD11B1 | 0.000587 | 0.000165 | 2.08 | 1.05 | -0.66 | 0.39 | 397480    | Ssc.777.1.S1_at     |
| BACE2   | 0.000534 | 0.000027 | 2.07 | 1.05 | -0.54 | 0.51 | 100517374 | Ssc.10143.1.A1_at   |
| PLET    | 0.007690 | 0.007513 | 2.07 | 1.05 | -0.57 | 0.48 | 396570    | Ssc.2506.1.S1_at    |
| BMPR1B  | 0.003156 | 0.002612 | 2.07 | 1.05 | -0.59 | 0.46 | 396691    | Ssc.66.1.S3_at      |
| BACE2   | 0.000747 | 0.000376 | 2.07 | 1.05 | -0.61 | 0.43 | 100517374 | Ssc.18206.1.S1_at   |
| PECAM1  | 0.000534 | 0.000019 | 2.06 | 1.04 | -0.49 | 0.56 | 396941    | Ssc.14558.1.S1_at   |
| STEAP1  | 0.008627 | 0.008528 | 2.03 | 1.02 | -0.48 | 0.54 | 397573    | Ssc.1183.1.S1_at    |
| DSE     | 0.000582 | 0.000117 | 2.02 | 1.01 | -0.54 | 0.47 | 100520877 | Ssc.26182.1.S1_at   |

# Supplementary material for: Yield, cell composition, and function of islets isolated from different ages of neonatal pigs
**Source:** Front Endocrinol (Lausanne). 2022 Dec 21;13:1032906. doi: 10.3389/fendo.2022.1032906
**Supplement:** Supplementary file 2

**Supplementary Table 2:** Down-regulated genes in islets from 7-day-old pigs compared to islets from 3-day-old pigs

| Gene Symbol | Corrected p-value | p-value  | Fold change | Log Fold change | [3](normalized) | [7](normalized) | Entrez Gene | Probe Set ID        |
|-------------|-------------------|----------|-------------|-----------------|-----------------|-----------------|-------------|---------------------|
| AK7         | 0.000232          | 0.000086 | -2.87       | -1.52           | 0.83            | -0.69           | 100152573   | Ssc.12884.1.A1_at   |
| GC          | 0.000679          | 0.000291 | -2.65       | -1.40           | 0.59            | -0.82           | 448964      | Ssc.2992.1.A1_at    |
| CITED1      | 0.000039          | 0.000006 | -2.60       | -1.38           | 0.67            | -0.71           | 654297      | Ssc.3326.1.S1_at    |
| NEK4        | 0.000017          | 0.000002 | -2.51       | -1.33           | 0.70            | -0.63           | 100525954   | Ssc.5624.1.A1_at    |
| CNTN4       | 0.000099          | 0.000021 | -2.50       | -1.32           | 0.71            | -0.62           | 100153462   | Ssc.6864.1.A1_at    |
| NEUROD1     | 0.000127          | 0.000036 | -2.41       | -1.27           | 0.63            | -0.64           | 397283      | Ssc.15925.1.S1_at   |
| ZNF280D     | 0.001552          | 0.001108 | -2.38       | -1.25           | 0.63            | -0.62           | 100155694   | Ssc.30327.1.A1_at   |
| LRRC49      | 0.000807          | 0.000500 | -2.37       | -1.24           | 0.75            | -0.50           | 100154470   | Ssc.13335.1.A1_at   |
| FXYD3       | 0.001574          | 0.001199 | -2.34       | -1.22           | 0.52            | -0.70           | 397413      | Ssc.569.1.S1_at     |
| FBXO5       | 0.000017          | 0.000001 | -2.27       | -1.18           | 0.64            | -0.55           | 100514379   | Ssc.24858.1.S1_at   |
| ASCL2       | 0.000232          | 0.000088 | -2.26       | -1.18           | 0.63            | -0.55           | 100144467   | Ssc.19166.1.S1_s_at |
| GALP        | 0.009205          | 0.008767 | -2.20       | -1.14           | 0.46            | -0.68           | 396772      | Ssc.4875.1.S1_at    |
| HOPX        | 0.001267          | 0.000845 | -2.17       | -1.12           | 0.64            | -0.48           | 396692      | Ssc.383.1.S1_at     |
| CDO1        | 0.000714          | 0.000353 | -2.16       | -1.11           | 0.65            | -0.47           | 100312964   | Ssc.7106.1.S1_at    |
| ADRA2A      | 0.003586          | 0.003073 | -2.16       | -1.11           | 0.44            | -0.67           | 399501      | Ssc.27594.1.S1_at   |
| ME1         | 0.003932          | 0.003558 | -2.13       | -1.09           | 0.61            | -0.48           | 397538      | Ssc.16336.1.S2_at   |
| CACNA2D1    | 0.000714          | 0.000381 | -2.11       | -1.07           | 0.58            | -0.49           | 397377      | Ssc.16114.1.S1_at   |
| ZNF133      | 0.000099          | 0.000024 | -2.10       | -1.07           | 0.54            | -0.53           | 100523338   | Ssc.27583.1.S1_at   |
| TTR         | 0.009299          | 0.009299 | -2.06       | -1.04           | 0.20            | -0.84           | 397419      | Ssc.640.1.S1_at     |
| KIF11       | 0.000714          | 0.000408 | -2.06       | -1.04           | 0.56            | -0.49           | 100526080   | Ssc.7361.1.A1_at    |
| PC2         | 0.002924          | 0.002367 | -2.01       | -1.01           | 0.28            | -0.72           | 445533      | Ssc.109.1.S1_at     |

# Supplementary material for: Yield, cell composition, and function of islets isolated from different ages of neonatal pigs
**Source:** Front Endocrinol (Lausanne). 2022 Dec 21;13:1032906. doi: 10.3389/fendo.2022.1032906
**Supplement:** Supplementary file 3

## *Supplementary Material*

### **1 Primary and secondary antibodies used for immunostaining of dissociated islets and formalin-fixed paraffin-embedded samples**

| Primary antibody                         | Dilution | Vendor                                                     |
|------------------------------------------|----------|------------------------------------------------------------|
| Guinea Pig anti-pig insulin              | 1:1000   | DAKO Laboratories, Mississauga, ON, Canada                 |
| Guinea pig anti-pig glucagon             | 1:5000   | Linco Research, Inc., St. Charles, Missouri, USA           |
| Goat anti-human somatostatin             | 1:1000   | Santa Cruz Biotechnology Inc., Santa Cruz, California, USA |
| Rabbit anti-human pancreatic polypeptide | 1:1000   | DAKO Laboratories                                          |
| mouse anti-human CK-7                    | 1:200    | DAKO Laboratories                                          |

| Secondary antibody                                    | Dilution | Vendor                                   |
|-------------------------------------------------------|----------|------------------------------------------|
| Goat Anti-Guinea Pig IgG Antibody (H+L), Biotinylated | 1:200    | Vector Laboratories, Burlingame, CA, USA |
| Horse Anti-Goat IgG Antibody (H+L), Biotinylated      | 1:200    | Vector Laboratories, Burlingame, CA, USA |
| Goat Anti-Rabbit IgG Antibody (H+L), Biotinylated     | 1:200    | Vector Laboratories, Burlingame, CA, USA |
| Goat Anti-Mouse IgG Antibody (H+L), Biotinylated      | 1:200    | Vector Laboratories, Burlingame, CA, USA |

## 2 Recipe of solutions used for measurement of Kv channel and voltage-dependent K<sup>+</sup> and Ca<sup>2+</sup> channel activities

| Salts (mmol/l)                        | Kv intracellular solution | Kv extracellular solution | VDCC intracellular solution | VDCC extracellular solution |
|---------------------------------------|---------------------------|---------------------------|-----------------------------|-----------------------------|
| NaCl (mmol/l)                         | ---                       | 135                       | ---                         | 100                         |
| KCl (mmol/l)                          | 140                       | 5.4                       | ---                         | ---                         |
| CaCl <sub>2</sub> (mmol/l)            | 1                         | 1                         | ---                         | ---                         |
| MgCl <sub>2</sub> (mmol/l)            | 1                         | 1.2                       | 1                           | 1                           |
| BaCl <sub>2</sub> (mmol/l)            | ---                       | ---                       | ---                         | 20                          |
| CsCl (mmol/l)                         | ---                       | ---                       | ---                         | 5                           |
| HEPES (mmol/l)                        | 10                        | 10                        | 20                          | 10                          |
| EGTA (mmol/l)                         | 10                        | ---                       | 5                           | ---                         |
| ATP-Mg (mmol/l)                       | 3                         | ---                       | 3                           | ---                         |
| Glucose (mmol/l)                      | ---                       | 5                         | ---                         | 5                           |
| Cs glutamate (mmol/l)                 | ---                       | ---                       | 140                         | ---                         |
| tetraethyl ammonium chloride (mmol/l) | ---                       | ---                       | 20                          | ---                         |
| Tetrodotoxin (μmol/l)                 | ---                       | ---                       | ---                         | 0.5                         |
| pH                                    | 7.3 (with KOH)            | 7.3 (with NaOH)           | 7.3 (with CsOH)             | 7.35 (with CsOH).           |

# Supplementary material for: Yield, cell composition, and function of islets isolated from different ages of neonatal pigs
**Source:** Front Endocrinol (Lausanne). 2022 Dec 21;13:1032906. doi: 10.3389/fendo.2022.1032906
**Supplement:** Supplementary file 4

B

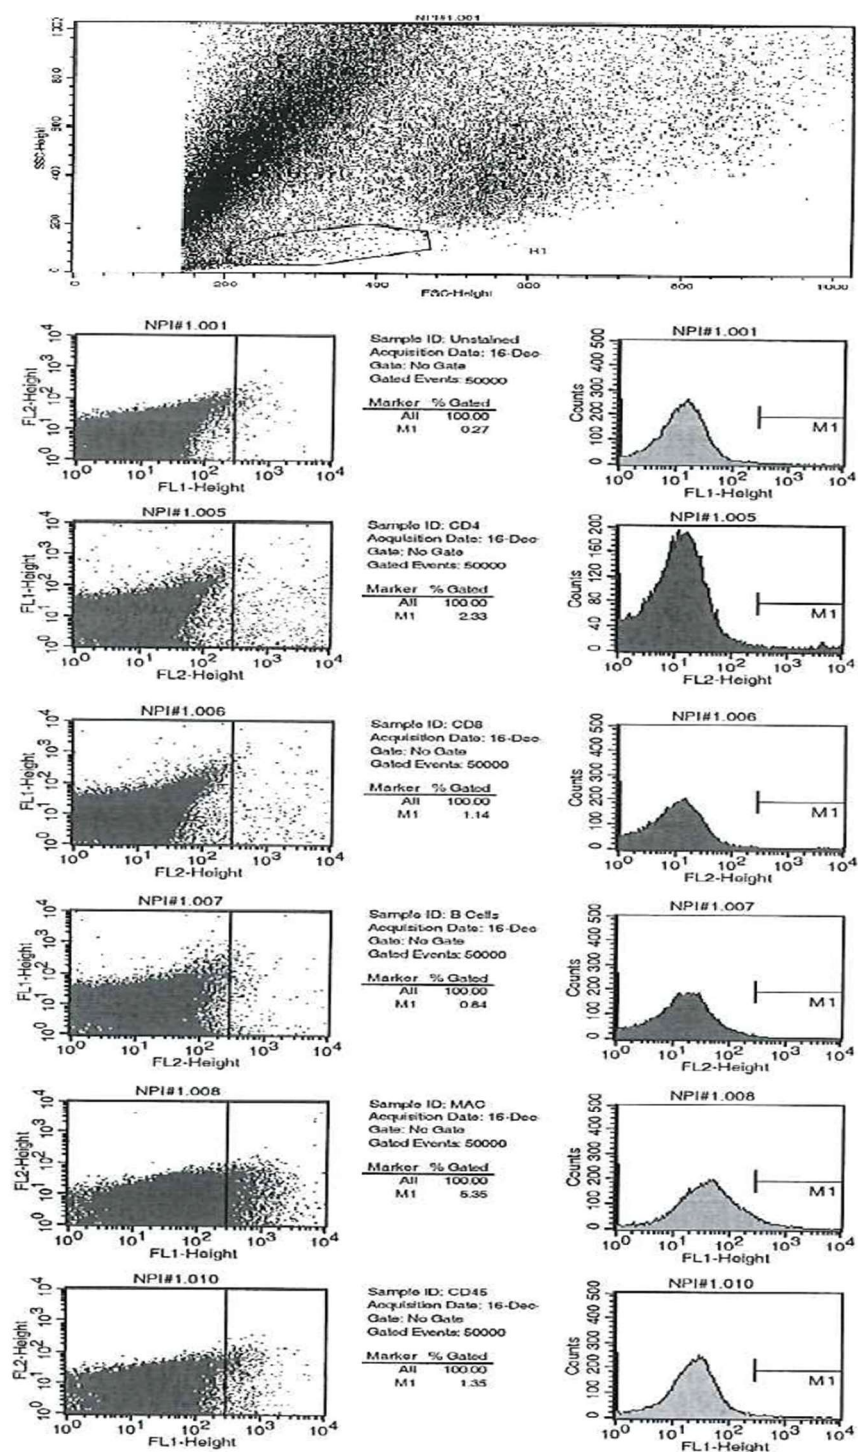

C

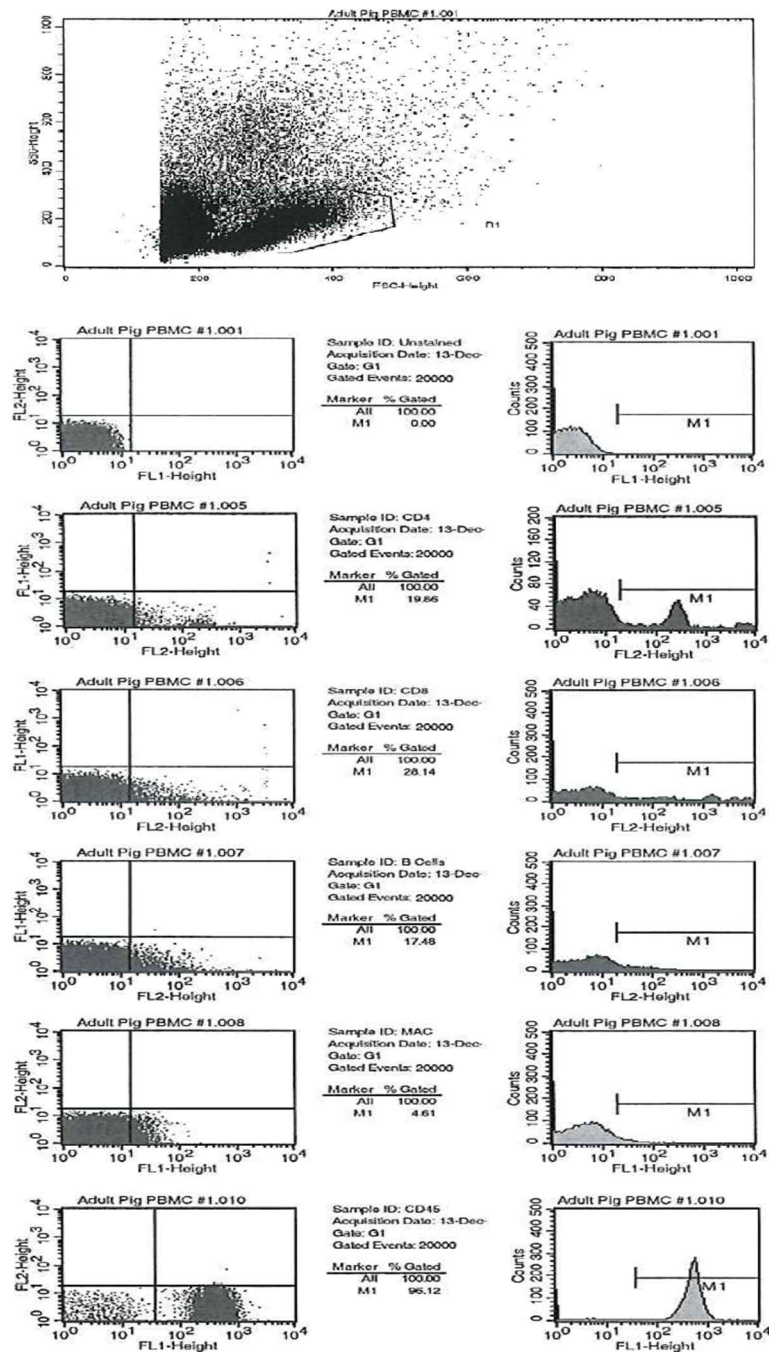

**Supplementary Figure 1.** Representative flow cytometry scatter plots and histograms. Data were acquired by running the samples on the BD FACS Calibur machine (BD Biosciences, Ontario, Canada) flow cytometer with 20,000, 50,000, and 20,000 events collected for 3-day pig islets (A), 7-day pig islets (B), and adult PBMCs (C), respectively, in which the cells were first gated using the forward scatter (FSC) and side scatter (SSC) to find viable single-cell events. The data were analyzed using the BD FACSDiva™ software (BD Biosciences, Mississauga, Ontario). The events were

further analyzed for the expression of markers by fluorescence and the percent of each cell population queried was automatically generated by the software in each quadrant. Untreated served as negative controls. Adult pig PBMCs were used as a positive control. The antibodies which were used in this assay are listed below:

| Antibody                                               | Dilution | Vendor                                               |
|--------------------------------------------------------|----------|------------------------------------------------------|
| Mouse Anti-Porcine CD4-PE conjugated                   | 1:100    | Southern Biotech, Birmingham, AL, USA                |
| Mouse Anti-Porcine CD8 $\alpha$ -PE conjugated         | 1:100    | Southern Biotech, Birmingham, AL, USA                |
| Mouse anti-B Cell (sIg) antibody, PE conjugated        | 1:100    | Abcam Inc., Cambridge, MA, USA                       |
| Mouse anti-pig SWC9 (CD203a) antibody, FITC conjugated | 1:100    | Serotec Ltd., Kidlington, OX, UK                     |
| Mouse anti-pig CD45 antibody, FITC conjugated          | 1:100    | Antigenix America, Inc., Huntington Station, NY, USA |

# Supplementary material for: Yield, cell composition, and function of islets isolated from different ages of neonatal pigs
**Source:** Front Endocrinol (Lausanne). 2022 Dec 21;13:1032906. doi: 10.3389/fendo.2022.1032906
**Supplement:** Supplementary file 5

## *Supplementary Figure 2*

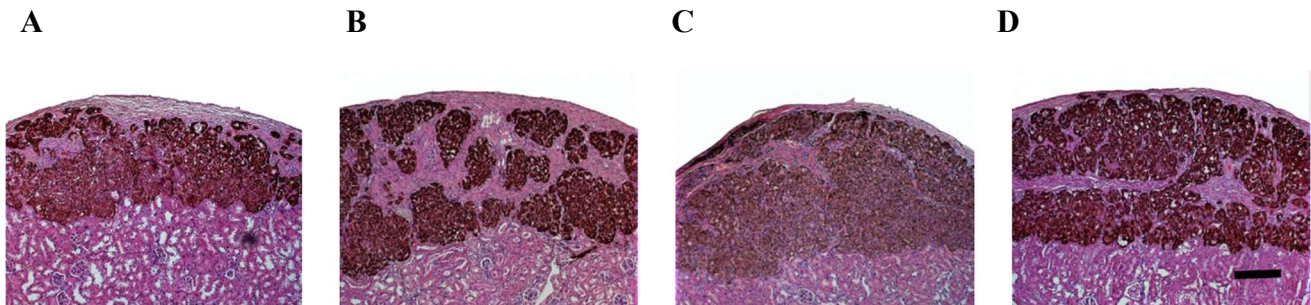

**Supplementary Figure 2.** Representative islet graft from B6 *rag*<sup>-/-</sup> mice transplanted with 2000 I.E. islets from 3-, 5-, 7-, and 10-day-old pigs at >150 days post-transplantation. Brown-stained structures represent intact islets with insulin-positive beta cells. Scale bar represents 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

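Islets of 4 pigs of 3 days and 4 pigs of 7 days of age, cultured for 7 days, were measured on the Affymetrix porcine GeneChip, with 1 array per pig and no pooling. The age and replicate number of each array were taken from the deposited sample labels. The deposited values are linear intensities, 1 per probe set and array, which the authors scaled so that the mean after trimming 2% at each end is the same in every array. The software that summarised them is not given in the sources used here. The authors' own analysis normalized each probe set to its median over the samples, a step that the deposited intensities do not include, and then used GeneSpring GX 11.5 for the comparison. The methods describe an additional round of linear amplification where the cRNA was low, without naming the samples.

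Intensities below a floor of 1 were set to 1 and the values were put on the log2 scale. A probe set was kept when it reached the 20th percentile of the array in at least 1 of the 8 arrays, and control probe sets were left out. The study left out probe sets lowly expressed across all samples (<20%), which left 20056, and does not say what the 20% refers to. Gene symbols came from the platform annotation, and 5 probe sets without one were named from the supplementary tables. A probe set listed with several symbols named no gene. Of 23999 probe sets other than controls, 21574 were tested. No reference genome came with the series, so no positions are given.

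The arrays labelled 7-day-old were compared with those labelled 3-day-old by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted over the probe sets tested, threshold 0.05, no covariates). A fold change is the difference of mean log2 values. For the genes the study names, an exact permutation test of the difference of means was added, two-sided, whose smallest p is 0.0286. Of 56 such tests 49 gave that p. At the level of genes, the probe set with the highest mean stood for its gene, which gave 6548 genes. The 33 gene lists were fixed in advance, and 32 of them had enough measured members for camera (limma), with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Several lists hold genes of Supplementary Tables 1 and 2. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the other computations and plots.

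The lists were islet hormones, beta cell transcription factors, insulin processing and secretion, voltage-gated potassium channels, voltage-gated calcium channels, markers of duct, acinar, endothelial, fibroblast and stellate, pericyte and smooth muscle, and neural and Schwann cells, markers of T and NK, B and plasma, macrophage and dendritic, neutrophil and mast, and erythroid cells, leukocyte common genes, chemokines and cytokines, innate immune receptors and inflammatory enzymes, complement, acute phase proteins, matrix metallopeptidases and inhibitors, basement membrane and collagens, MHC and antigen presentation, costimulation and leukocyte adhesion, xenoantigens and coagulation, interferon response, cell cycle and mitosis, ATM signalling and DNA damage, hypoxia response and glycolysis, ER stress response, antioxidant defence and mitochondrial oxidative phosphorylation.

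Genes were named by a rule set in advance. It took every gene that the paper names for the arrays, whose values in the paper had been seen, by the probe set of Supplementary Tables 1 and 2 where these give one. It took the 10 probe sets with the largest rise and the 10 with the largest fall among those past the threshold with no overlap between the labels and 1 symbol. It took up to 4 members of each list past the threshold, or up to 2 where none passed, and the genes behind the stained and sorted cell types. Not all of them are printed.

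The number of arrays limits the precision. Data were simulated from these arrays with 200 changed probe sets, 50 at each fold. In them limma recovered 14% of changes of 1.5-fold, 54% of 2-fold, 70% of 4-fold and 94% of 8-fold, with 8 false calls. The test of the methods recovered 12%, 40%, 58% and 90% with 6. In the real comparison 2305 probe sets were called, so these rates need not hold for it. The alternatives tried were no filter, a stricter filter (the 50th percentile in at least 4 arrays), the test of the methods, an intensity trend with robust variances, centring of each array on its median, quantile normalization, array quality weights, the replicate number as a block, each array left out in turn, unit-variance scaling in the principal component analysis, the mean of all probe sets per gene, a correlation estimated by camera, and an offset of 16 before log2. The replicate number gave no sign of pairing, with correlations of array residuals between -0.0135 and 0.00487 for equal numbers, so it was not used as a block in the main analysis.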

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

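The tests of exchanged labels, of single mislabelled arrays and of the share of fibroblasts were chosen after the results they concern had been seen. The gene lists and the rule for named genes were set before the data were examined. The remaining tests were chosen before their own result was seen, those for principal component 2 after the positions of the arrays on it were known.

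In each label, an array was singled out where its log2 intensity, or a measure of the whole array, lay far from the other 3, as the share of the group's range taken up by the gap to the nearest of them. This was so for 12 of 320 groups of 4 arrays, or 3.75%, where chance gives about 1 in 20, and 5 of the 12 concern 3-day-old replicate 1. In arrays labelled 3-day-old, replicate 1 was lowest for AK7 (share 0.968, intensity 21.3 against 59.6 to 61.7) and C1S (0.895, 236.6 against 444.4 to 478.4), and highest for CXCL2 (0.902, 4408 against 2957 to 3074), LAPTM5 (0.847, 343.4 against 199.6 to 216.8) and S100A9 (0.941, 737.5 against 218 to 234.2). Replicate 2 was lowest for GCG (0.87, 27310 against 29870 to 30270) and replicate 4 for SLC2A3 (0.839, 556.5 against 717.1 to 752.9). In arrays labelled 7-day-old, replicate 3 was lowest for CLDN1 (0.84, 12.5 against 83.6 to 120.2) and SCG3 (0.897, 1399 against 1658 to 1691), replicate 4 for AMBP (0.832, 133.5 against 252.3 to 287) and replicate 2 for APOD (0.993, 29.8 against 76.9 to 77.5). Replicate 1 was highest for NDUFC1 (0.88, 4797 against 4463 to 4502).

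Gene groups that hold genes beyond those the paper discusses moved between the labels by camera at the preset correlation, and none of those below passed with an estimated correlation. The median log2 difference, labelled 7-day-old minus labelled 3-day-old, was 0.5261 for insulin processing and secretion (adjusted p = 0.152 with an estimated correlation) and 0.3455 for cell cycle and mitosis (0.0509). It was -0.8482 for neural and Schwann cell markers (0.375), -0.28 for duct and progenitor markers (0.108) and -0.3551 for pericyte and smooth muscle markers (0.108).

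The direction of the age difference was opposite to the paper's, and the group means of every supplementary probe set lay nearer to the paper's mean of the other age (median log2 difference 0.0903, against 1.38 from the same age), so the 2 sets of labels run opposite to each other. The arrays argue against single mislabelled samples, since 0 arrays lay on the other label's side of 0 on principal component 1. Whether the labels were exchanged in the deposited table or in the paper stays open, as the arrays alone do not show the side. The sizes cannot show it either, since the turned values are the same in both cases. With the sign turned, the log2 differences followed the paper's with a Spearman rho of 0.767 over the 87 up-regulated supplementary probe sets. Over the 21 down-regulated ones rho was 0.544, which passed a first bound of 0.5 but not the one of 0.6 used here. The bound was set to 0.6 after the value had been seen. The deposited labels could also be right, with the paper's cell counts mirrored in the messenger RNA. As a test of this, 0 of 7 genes passed in the labels' direction, 1 (ENPP1) passed the other way and 6 did not pass. The question stays open because several could hardly pass. PTPRC and CD4 reached the array's 20th percentile in 1 array each, and GCG, SST and PPY were among the brightest. The paper reports greater insulin release at 7 days, and 9 of 17 insulin processing and secretion genes were higher in arrays labelled 7-day-old. That list did not pass camera with an estimated correlation (adjusted p = 0.152). Its counts do not separate genes that raise secretion from genes that restrain it. Table 4 has more immune cells at 7 days, but most leukocyte lists leaned lower in arrays labelled 7-day-old. The median was -0.89 for macrophage and dendritic cell markers (20 of 24 negative) and -0.50 for leukocyte common genes (8 of 10). It was -0.45 for T and NK cell markers (11 of 13) and 0.36 for B and plasma cell markers (2 of 5, with a mean of -0.34). None of these lists passed camera with an estimated correlation. The paper also reports lower Kv channel activity at 7 days. Of 11 voltage-gated potassium channel genes, 2 were higher, among them KCNB2 (adjusted p = 0.00631 from limma), and 2 lower in arrays labelled 7-day-old. That list favours neither set of labels. The age of the pigs itself was not tested apart from the labels.

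Part of the inflammation and matrix genes were higher in the arrays labelled 3-day-old, with 10 of 37 chemokines and cytokines (1 went the other way), 15 of 27 innate immune receptors and inflammatory enzymes, 6 of 14 matrix metallopeptidases and inhibitors and 5 of 12 basement membrane and collagen genes, and none of these lists passed camera with an estimated correlation (adjusted p = 0.0509 to 0.108). A difference in RNA quality between the labels, if it shifts the mean 3' over 5' log2 ratio of the control probe sets by 0.3 or more, is argued against, since this mean differed by 0.0112 (standard error 0.0912; 0.136 for beta-actin and -0.114 for GAPDH, with standard errors of 0.0835 and 0.129) and the ranges of the 2 labels overlapped, which does not exclude a smaller shift. A larger share of fibroblasts and stellate cells is a candidate explanation, with a median log2 difference of their markers of -0.7416, although the camera call was lost with an estimated correlation (adjusted p = 0.152), 3 of the 23 markers are also in another list, and the brightest, SPARC (mean intensity 20390 and 16700, labelled 3-day-old first), VIM (20520 and 15200) and FN1 (12380 and 7993), did not pass (adjusted p = 0.0594, 0.0637 and 0.103 from limma). A larger share of leukocytes cannot be told apart from no difference by the leukocyte common genes, whose median was -0.4983. Their camera adjusted p was 0.074 (0.0389 without 3-day-old replicate 2, 0.275 with an estimated correlation), with LCP1, the brightest of them, at 989 and 657. Macrophage and dendritic cell markers, with a median of -0.8948, passed camera at the preset correlation (adjusted p = 0.000869). They did not with an estimated correlation (0.298), and 9 of the 24 are also in another list. B and plasma cell markers had a median of 0.3606 but a mean of -0.3378 and a negative camera direction, with BLNK and CD40 lower. They are thus no clear exception. The leukocyte lists leave a larger share of leukocytes open, since none passed camera with an estimated correlation. A difference in expression with age within the islet cells remains open and was not tested.

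Replicates 3 and 4 of the arrays labelled 7-day-old lay at opposite ends of principal component 2. RNA quality could have a part, as component 2 had a Spearman rho of -0.667 with the 3' over 5' ratio over 8 arrays (permutation p = 0.0831, adjusted over both measures 0.166) and a Pearson r of -0.751 (permutation p = 0.023, adjusted 0.046) and the 2 p lie on either side of 0.05. Carry-over of acinar tissue gave a rho of -0.286 (permutation p = 0.501, the same after adjustment) and a Pearson r of -0.449 (permutation p = 0.245), and the mean log2 value of the acinar markers was 9.294 in replicate 3 and 8.352 in replicate 4, the lowest of the 8 arrays. Without the 2 arrays farthest out on each measure, the Pearson r was -0.239 for the 3' over 5' ratio and 0.162 for the acinar markers. For the ratio these were 7-day-old replicates 3 and 4, and leaving them out removes the pattern itself, so -0.239 does not decide on RNA quality. For the acinar markers they were 7-day-old replicates 2 and 4. Replicate 3 stayed in and no negative relation was left, but an end of the pattern was removed, so 0.162 does not decide on carry-over. The mean log2 3' over 5' ratio was 1.361 in replicate 3 and 1.01 in replicate 4, the highest and the lowest of the 8 arrays. RNA quality thus stays open, and carry-over cannot be told apart from chance with 8 arrays. No biological explanation was tested, as the design gives none for arrays of 1 label.

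Chance in the assignment of the arrays to the labels was examined over 35 splits into 4 and 4. For probe sets changed, higher, lower, and at least 1.5-fold or 2-fold higher or lower, 1 of 35 splits, the real one, reached the count. This is the smallest share that 35 splits allow. The highest of the other splits gave 8 changed probe sets against 2305, and 5 against each of 1124, 1181, 737, 852, 238 and 377. This argues against chance as the source of these counts. The other splits mix arrays of both labels, so the gap between 8 and 2305 does not measure the strength of that evidence. For gene lists past the threshold at the preset correlation it was also 1 of 35, with 18 lists, which argues against chance at that setting. With an estimated correlation 0 lists passed, so there was no count to compare over the splits. The highest other count, 17, came from a split that exchanges 1 array of each label, and such splits gave 4 to 17, while those with 2 arrays of each label on each side gave 0 to 4.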

How the results depend on the processing

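Every result with the offset of 16, apart from the count of changed probe sets, was computed after the data had been seen. No result past the threshold turned its sign under the alternatives run, and no probe set shared with the main analysis was called with the other sign, but the balance of 1124 higher and 1181 lower turned with the stricter filter (1590 lower), the intensity trend (1706 lower) and without 3-day-old replicate 4 (947 higher and 930 lower). The number of changed probe sets stayed within 1.5 times 2305 without the filter (1928), with the stricter filter (3295), with the methods' test (2125), with centred arrays (2261), after quantile normalization (2275), with array quality weights (2684) and with the offset (2603), and 1808 to 2285 of the 2305 were called again in them. An intensity trend with robust variances gave 3491 changed and 1785 higher probe sets, and the stricter filter gave 1705 higher, 153 at least 2-fold higher and 251 at least 2-fold lower. The replicate number as a block gave 0 changed, 0 higher, 0 lower, and 0 at each fold in each direction by limma, with 5264 at an unadjusted p under 0.05; it takes degrees of freedom from 8 arrays. Of 154 named probe sets 130 lost their call under it. Leaving out 1 array, which lowers the number of samples, gave 1020 to 1877 changed, 420 to 947 higher, 561 to 930 lower, 374 to 715 and 493 to 760 at least 1.5-fold higher and lower, and 157 to 262 and 241 to 366 at least 2-fold higher and lower. The fewest changed were without 7-day-old replicate 2 (1020), and 1059, 1078, 1128 and 1430 were past the threshold without 3-day-old replicate 3, 3-day-old replicate 2, 7-day-old replicate 1 and 7-day-old replicate 4. Of 32 lists 18 passed camera, and 0 with an estimated correlation, where 12 had an unadjusted p under 0.05. Component 1 held 26.23% of the variance, 31.9% with unit-variance scaling, 22.62% without the filter, 52.62% with the stricter filter, 34.96% with the offset and 27.49% to 29.76% with 1 array left out. The cause of these moves was not tested.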

Differences from the paper's values

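The values with the offset of 16 were chosen after the data had been seen, and the sign was turned after the direction had been found opposite. Below, "turned" values take the arrays labelled 3-day-old as the older pigs, and the alternatives named are those set before the data were examined unless the offset is named. Counts and shares are taken as differing where one is more than 1.5 times the other, and log2 fold changes where the signs differ or the values are apart by more than the replicate SD, pooled over the 2 labels.

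The paper reports 4048 changed probe sets at a corrected p of 0.05, and 2305 were found here. The count did not differ under the stricter filter (3295) or with an intensity trend and robust variances (3491), and it did under the others. The paper's 236 probe sets at least 2-fold up-regulated stand against 377 turned (238 as labelled), and its 135 down-regulated against 238 turned (377 as labelled). The first did not differ without the filter (354), with the stricter filter (251), with the methods' test (279), after quantile normalization (350), or without any 1 array other than 7-day-old replicate 3 (241 to 352), nor with the offset (337, chosen after seeing the values, under which 2 of the supplementary probe sets the paper calls changed did not pass, against 7 in the main analysis). The second did not differ with the stricter filter (153), with the methods' test (181), or without 3-day-old replicate 2 (174) or 3 (165) or 7-day-old replicate 1 (160), 2 (157) or 4 (170), nor with the offset (181, chosen after seeing the values). The paper states that component 1 accounted for around 50% of the difference between the 2 groups of islet samples, about 48% in Fig. 5A, read by eye, and here component 1 held 26.23% of the variance; the stricter filter gave 52.62% and the offset, chosen after seeing the values, 34.96%, and the others differ. The paper's 5301 annotated probe sets and 1859 unique genes stand against 10069 and 6768 by the annotation used here, for which no alternative was run.

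Of the log2 fold changes in Supplementary Tables 1 and 2, 93 did not differ from the values here after the sign was turned, and 15 did. Where the replicate SD was wide, values counted as not differing could lie far apart, as the paper's 1.25 and the turned 2.27 for SPARCL1 (SD 1.02) and the paper's 1.35 and the turned 1.93 for CLDN1 (SD 1.12). As labelled, each of them has the opposite sign. SLPI reached the array's 20th percentile in 6 arrays, so the size of its difference here is uncertain. The paper's value and the turned value were 1.66 and 3.87 for SLPI, 1.30 and 1.02 for LAMA4, and -1.18 and -2.09 for ASCL2, and none of the alternatives closed these. They were 2.03 and 2.92 for a second probe set of MMP3, which did not differ without 3-day-old replicate 2 (2.79), 7-day-old replicate 2 (2.68) or 7-day-old replicate 3 (2.56). They were 1.64 and 2.18 for THBD (not differing without 3-day-old replicate 1 or 7-day-old replicate 4, at 1.99 and 1.97), 1.49 and 1.70 for PECAM1 (without 3-day-old replicate 1 or 4 or 7-day-old replicate 1), and 1.04 and 1.38 for its other probe set (without 3-day-old replicate 1 or 7-day-old replicate 1). For PBD-2 they were 1.42 and 2.15 (not differing without 3-day-old replicate 3), for PTGS1 1.38 and 1.71 (without 3-day-old replicate 1, 2 or 3 or 7-day-old replicate 3 or 4), for CPB1 1.20 and 1.56 (without 3-day-old replicate 2 or 7-day-old replicate 2, 3 or 4), and for ICAM-1 1.13 and 1.44 (without 3-day-old replicate 1). For TLR4 they were 1.08 and 0.97 (not differing without 3-day-old replicate 1 or 4), for LRRC49 -1.24 and -0.88 (without 7-day-old replicate 3), and for ZNF133 -1.07 and -0.87 (with array quality weights or without 3-day-old replicate 4). For BMPR1B they were 1.05 and 2.72, which differed under each alternative set beforehand. BMPR1B reached the array's 20th percentile in 6 arrays, so the size of its difference here is uncertain too. The offset, chosen after seeing the values, removed the difference for that second probe set of MMP3 and for THBD, both probe sets of PECAM1, PTGS1, CPB1 and BMPR1B.

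The paper places the genes of its Tables 2 and 3 and of Fig. 5B higher or lower in the older pigs, and here each of the 14 genes of the tables and each of the 45 genes of Fig. 5B measured had the opposite sign as labelled. The sizes of the 14 folds in the tables did not differ, taking as differing those apart by more than the replicate SD and by more than 1.5 times. Of the supplementary probe sets, which the paper calls changed, 101 passed here and 7 did not: 1 of CAV1 (adjusted p = 0.0952), TMEFF2 (0.0524), AWN (0.055), PLET (0.0571), SPARCL1 (0.0645), CCL2 (0.0598) and CLDN1 (0.126). An intensity trend with robust variances called TMEFF2, AWN, PLET, SPARCL1 and CCL2, as did the offset, chosen after seeing the values. Array quality weights called TMEFF2, SPARCL1 and CCL2, the stricter filter PLET and CCL2, and quantile normalization TMEFF2. Of the 101, 4 did not pass without the filter, 11 by the methods' test, 1 after quantile normalization, 7 to 20 with 1 array left out, and 101 with the replicate number as a block. With the stricter filter 17 were not called, either not passing or not tested, since that filter drops dim probe sets. CAV1's second probe set was called without 3-day-old replicate 2, SPARCL1 without 7-day-old replicate 1, PLET without 7-day-old replicate 2, TMEFF2 and CLDN1 without 7-day-old replicate 3, and CCL2 without 7-day-old replicate 4.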

Other observations

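None of the tests in this part was chosen after its result was seen, but the list counts with 1 array left out were tabulated after the lists had been seen. None of the 5 islet hormone genes measured passed limma's test over all genes or over the list alone, none did at an unadjusted p under 0.05, and none did by the methods' test. The log2 difference, labelled 7-day-old minus labelled 3-day-old, was -0.07 for INS, -0.19 for GCG, 0.08 for SST and 0.19 for PPY (camera adjusted p = 0.898, and adjusted p = 0.982 with an estimated correlation; the median is negative and the camera direction positive). The probe sets of INS, GCG, SST and PPY were among the brightest (mean intensities of 29323 and 30936 for SST, labelled 3-day-old first, where the highest values of the arrays were 30895.4 to 41079.3), so a difference hidden by saturation is not excluded. Of 11 voltage-gated potassium channel genes, 2 were higher and 2 lower in arrays labelled 7-day-old (3 and 3 when adjusted over the list alone; camera adjusted p = 0.981, and adjusted p = 0.982 with an estimated correlation). Apart from KCNB2 these were KCNIP1 at 0.97, KCNQ1 at -0.72 and KCNE3 at -0.69, and the calls of KCNIP1 and KCNE3 were lost when any of 6 and 7 arrays was left out (adjusted p up to 0.0725 and 0.0801), that of KCNIP1 also by the methods' test (0.0509). KCNQ1 did not pass without 3-day-old replicate 2 (0.0561), 7-day-old replicate 1 (0.0527) or 7-day-old replicate 2 (0.0562), and without any of these 3 arrays the list had 0 lower genes. Of 4 voltage-gated calcium channel genes 1 was higher (1 when adjusted over the list alone), too few for camera.

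Markers of other cell types were tested too, and none of these lists passed with an estimated correlation. Endothelial markers were lower in 8 of 21 cases in arrays labelled 7-day-old (13 when adjusted over the list alone, and 4 to 8 when 1 array was left out, the fewest without 7-day-old replicate 2), with THBD, an inhibitor of coagulation, at -2.18 (camera adjusted p = 3.6e-05, and adjusted p = 0.0509 with an estimated correlation). Pericyte and smooth muscle markers were lower in 4 of 11 cases (6 when adjusted over the list alone; camera adjusted p = 0.00119, and adjusted p = 0.108 with an estimated correlation), with RGS5 at -1.42 and MCAM at -1.00. Duct and progenitor markers were lower in 4 of 14 cases (7 when adjusted over the list alone, and 1 to 3 when 1 array was left out, the fewest without 3-day-old replicate 3 or 7-day-old replicate 1 or 2; camera adjusted p = 0.00138, and adjusted p = 0.108 with an estimated correlation), with KRT19 at -0.83. Of 12 acinar markers CPB1 was lower, at -1.56 (2 higher and 5 lower when adjusted over the list alone, and 2 lower over all genes without 3-day-old replicate 2; camera adjusted p = 0.395, and adjusted p = 0.693 with an estimated correlation). Neural and Schwann cell markers were lower in 6 of 10 cases and higher in 1 (the same counts when adjusted over the list alone, and 2 to 6 lower when 1 array was left out, the fewest without 3-day-old replicate 3), with NEFL at -1.53 and STMN2 at -1.52. The camera adjusted p of the neural list was 0.045, 0.375 with an estimated correlation, 0.0814 with the mean of all probe sets per gene, 0.0691 with the replicate number as a block, and 0.0558, 0.0591, 0.0628 and 0.0672 without 3-day-old replicate 2, 3-day-old replicate 3, 7-day-old replicate 2 and 7-day-old replicate 3. Genes of xenoantigens and coagulation were lower in 6 of 18 cases (11 when adjusted over the list alone, and 4 to 7 when 1 array was left out, the fewest without 3-day-old replicate 1, 2 or 3 or 7-day-old replicate 1), with the integrin ITGB3 at -1.57 and FGL2 at -1.53 (camera adjusted p = 0.000264, and adjusted p = 0.0509 with an estimated correlation).

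Among leukocytes, T and NK cell markers included 1 higher gene of 13, CD247 at 0.46, while 11 of the 13 differences were negative, with a median of -0.45 (1 when adjusted over the list alone; camera adjusted p = 0.512, and adjusted p = 0.583 with an estimated correlation), whose call was lost when any of 7 arrays was left out (adjusted p up to 0.104), without the filter (0.0527) and with the intensity trend (0.0538). B and plasma cell markers had 2 lower genes of 5, BLNK and CD40 (2 when adjusted over the list alone; camera adjusted p = 0.395, and adjusted p = 0.535 with an estimated correlation); their median was 0.36 and their mean -0.34. None of 8 neutrophil and mast cell markers passed limma's test over all genes or the list alone, 2 were lower at an unadjusted p under 0.05 and none passed by the methods' test (camera adjusted p = 0.115, and adjusted p = 0.375 with an estimated correlation). None of 5 erythroid markers passed either way, 1 was higher and 1 lower at an unadjusted p under 0.05, and none passed by the methods' test (camera adjusted p = 0.981, and adjusted p = 0.982 with an estimated correlation).

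Hypoxia response and glycolysis genes were lower in 8 of 30 cases in arrays labelled 7-day-old (10 lower and 1 higher when adjusted over the list alone, and 3 to 7 lower when 1 array was left out, the fewest without 3-day-old replicate 2 or 7-day-old replicate 2; camera adjusted p = 0.00147, and adjusted p = 0.275 with an estimated correlation). STC1, a glycoprotein hormone, had a log2 difference of -1.59, ANGPTL4 -1.58 and the glucose transporter SLC2A3 -1.17. Of 18 ER stress genes 2 were higher and 1 lower (the same when adjusted over the list alone; camera adjusted p = 0.263, and adjusted p = 0.635 with an estimated correlation), of 26 antioxidant genes 2 were higher (2 when adjusted over the list alone; camera adjusted p = 0.762, and adjusted p = 0.739 with an estimated correlation; the median was -0.03 and the mean 0.01), and of 37 genes of mitochondrial oxidative phosphorylation 2 were higher and 2 lower (3 and 2 when adjusted over the list alone; camera adjusted p = 0.923, and adjusted p = 0.982 with an estimated correlation). When 1 array was left out the higher antioxidant genes numbered 0 to 1, and 0 without 3-day-old replicate 1, 2 or 3 or 7-day-old replicate 2 or 4, and no higher mitochondrial gene passed without any 1 of the arrays. No lower mitochondrial gene passed without 3-day-old replicate 2 or 3 or 7-day-old replicate 1 or 2. The lower ER stress gene passed in 1 of the 8 cases, without 7-day-old replicate 2, and 1 higher ER stress gene remained without 3-day-old replicate 2 or 3 or 7-day-old replicate 1 or 2.

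Genes behind the cell counts of Tables 1 and 4 were compared with them. PTPRC, which encodes CD45, had a log2 difference of -0.45 (adjusted p = 0.727 from limma) and CD4 one of -0.78 (adjusted p = 0.672), and each reached the array's 20th percentile in 1 array. CD8A had -0.26 (adjusted p = 0.591). ENPP1, taken here for the SWC9 antigen CD203a, had -0.95 (adjusted p = 0.00853), lower in arrays labelled 7-day-old. KRT7, the gene of CK7, had no probe set by the annotation used.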
